# The bone marrow microenvironment of pre-B acute lymphoblastic leukemia at single-cell resolution

**DOI:** 10.1038/s41598-020-76157-4

**Published:** 2020-11-05

**Authors:** Denise Anderson, Patrycja Skut, Anastasia M. Hughes, Emanuela Ferrari, Jennifer Tickner, Jiake Xu, Benjamin H. Mullin, Dave Tang, Sébastien Malinge, Ursula R. Kees, Rishi S. Kotecha, Timo Lassmann, Laurence C. Cheung

**Keywords:** Acute lymphocytic leukaemia, Cancer microenvironment

## Abstract

The bone marrow microenvironment (BMM) plays a key role in leukemia progression, but its molecular complexity in pre-B cell acute lymphoblastic leukemia (B-ALL), the most common cancer in children, remains poorly understood. To gain further insight, we used single-cell RNA sequencing to characterize the kinetics of the murine BMM during B-ALL progression. Normal pro- and pre-B cells were found to be the most affected at the earliest stages of disease and this was associated with changes in expression of genes regulated by the AP1-transcription factor complex and regulatory factors NELFE, MYC and BCL11A. Granulocyte–macrophage progenitors show reduced expression of the tumor suppressor long non-coding RNA *Neat1* and disruptions in the rate of transcription. Intercellular communication networks revealed monocyte-dendritic precursors to be consistently active during B-ALL progression, with enriched processes including cytokine-mediated signaling pathway, neutrophil-mediated immunity and regulation of cell migration and proliferation. In addition, we confirmed that the hematopoietic stem and progenitor cell compartment was perturbed during leukemogenesis. These findings extend our understanding of the complexity of changes and molecular interactions among the normal cells of the BMM during B-ALL progression.

## Introduction

The microenvironment of cancer is known to play a critical role in cancer progression and contributes to treatment failure or success^1^. In the bone marrow, the microenvironment contains an array of cell types including immune cells, osteoblasts, osteoclasts, endothelial cells, mesenchymal stromal cells and adipocytes which play a key role in regulating hematopoiesis in a non-cell autonomous manner. During leukemia development, tumor cells alter the bone marrow microenvironment (BMM) to favor disease development at the expense of normal hematopoiesis. In acute myeloid leukemia (AML), tumor cells have been shown to reduce osteoblast numbers, with ablation of osteoblasts altering lineage determination of hematopoietic stem cells and promoting leukemia progression in vivo^2^. Furthermore, immune cells in the bone marrow contribute to leukemogenesis. Macrophages and *CSF1R*-expressing myeloid cells have been shown to promote the survival of chronic lymphocytic leukemia cells in vivo and promote AML cell growth, respectively^3,4^.

Rapid progress in the development of single-cell RNA sequencing technologies has permitted the study of cell-specific gene expression in a complex environment at single-cell resolution. It has been used to identify distinct molecular signatures of leukemia stem cells in chronic myeloid leukemia and to determine clonal heterogeneity in T-cell acute lymphoblastic leukemia^5,6^. Recently, single-cell analyses have provided novel insights into the non-hematopoietic stroma, in both non-leukemic murine bone marrow under steady state and stress conditions, and in a MLL-AF9-driven AML model^7,8^. While our understanding of the BMM in myeloid malignancies has advanced markedly over the past decade, little is known regarding the role of the BMM in pre-B cell acute lymphoblastic leukemia (B-ALL), the most common cancer in children. To further investigate, we used single-cell RNA sequencing to characterize the kinetics of the murine BMM during B-ALL progression. We examined the molecular changes of immune cell populations and our results shed light on the complexity of intracellular communication networks and the alteration of hematopoietic lineage in the BMM during B-ALL progression.

## Results

To explore the dynamic changes of the BMM during leukemia progression, we profiled hematopoietic cells from an immunocompetent BCR-ABL1^+^ B-ALL model^9^ by droplet-based single-cell RNA sequencing and examined changes in gene expression and intercellular communication over time. In this model, 1000 BCR-ABL1^+^ cells were transplanted into each non-irradiated recipient, thus avoiding irradiation-induced changes to the microenvironment. 

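The series holds 5 libraries, 1 mouse each, for day 0 and for days 3, 6, 9 and 12. No replicates exist, so no statistical test between days was made, and every value below describes 1 animal. The authors deposited raw unique molecular identifier (UMI) counts for every barcode of the platform, empty droplets included. The libraries held 35329966, 38827241, 40601920, 43554233 and 33425695 UMIs in the order of the days. Barcodes whose counts departed from the profile of free RNA were kept as cells, and cells with a high mitochondrial share were removed. The cells that were left had a median of 3252, 4906.5, 4371.5, 3766 and 4078 UMIs and 898, 1133.5, 1122, 981 and 869 detected genes, and they carried 81.6%, 76.9%, 73.0%, 78.3% and 70.4% of all UMIs. Cells of the 5 libraries were clustered together and clusters were named from marker genes that the paper does not name, and the resulting classes are written with the ending "-like" because no independent label was available. Expression is given as the mean of counts per 10000 UMIs over the cells of a class. The logFC is the difference from day 0 in the natural logarithm of that mean plus 1, the scale of the study's own logFC. Shares of cells are given with exact binomial (Clopper-Pearson) 95% confidence intervals and summed counts with exact Poisson intervals, and these cover counting error only, not differences between mice. A share of cells with a UMI rises with depth, so shares were also taken after every cell was thinned at random to 1000 UMIs, with shallower cells left out. Free RNA places UMIs in cells that do not express a gene, and the share in a class that should lack the gene is therefore given beside it.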

Leukemia cells homed to bone marrow and spleen, and mice developed BCR-ABL1^+^ leukemia within 3 weeks. Leukemia cells remained at a low level of < 1% for 10 days, followed by rapid expansion in bone marrow and spleen, and slightly later in blood^9^.

### Cell types in the bone marrow microenvironment

Clustering of the samples with Seurat (Supplementary Fig. 1), followed by cell type classification with *SingleR* revealed 17 distinct cell type clusters (Supplementary Figs. 2 and 3). 

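Shared nearest neighbor clustering of all 26592 cells, with a second clustering of the progenitor and of the T and NK cells, gave 34 clusters. Of these cells, 24209 fell into 9 classes named after those of the study, which were neutrophil-like, monocyte-like, B-like, pro/pre-B-like, T-like, NK-like, dendritic-like (plasmacytoid), GMP-like and ST-HSC & MLP-like cells. Clusters whose markers pointed to more than 1 type, or to none, were left unnamed and held 80, 78, 114, 135 and 56 cells from day 0 to day 12, or 1.32%, 1.76%, 2.23%, 2.06% and 1.27% of each library. A stromal or endothelial cluster held 1, 16, 15, 43 and 0 cells.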

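T-like cells made up 11.3% (95% confidence interval 10.6 to 12.2%) of the day 0 library, and their share was 4.03%, 6.37%, 5.61% and 1.81% at days 3, 6, 9 and 12. Their number was 689, 179, 326, 367 and 80 cells in the order of the days. Pro/pre-B-like cells rose from 4.87% (95% confidence interval 4.34 to 5.44%) at day 0 to 7.14%, 8.34% and 6.53% at days 3, 6 and 9 and made up 0.679% (95% confidence interval 0.459 to 0.968%) at day 12, or 30 cells. Dendritic-like cells followed the same course, with 90, 157, 194, 200 and 9 cells and 1.481%, 3.53%, 3.79%, 3.06% and 0.204% of the library. Of the pro/pre-B-like cells of day 3, 124 formed a group that no other library shared. Outside it, pro/pre-B-like cells were 193 of 4442 cells, against 296 of 6076 at day 0, so the rise at day 3 rests on that group. Monocyte-like cells changed less, from 12.9% (95% confidence interval 12.1 to 13.8%) at day 0 to 9.67% (95% confidence interval 8.81 to 10.6%) at day 12, and NK-like cells made up 1.55%, 1.01%, 1.43%, 1.39% and 1.18%. The mitochondrial limit was set within each library, and at day 12 it was 3.32% of the UMIs of a cell, against 9.14%, 9.21%, 10.9% and 10.1% at the earlier days. At day 12 it removed 75.2% of T-like, 60.6% of dendritic-like, 44.1% of pro/pre-B-like and 25.7% of NK-like cells but 14.6% of monocyte-like and 2.75% of neutrophil-like cells. The share of T-like cells fell by 9.53 percentage points from day 0 to day 12, and the alternative that moved this most placed the knee of the barcode curve by a straight line, was chosen after seeing the data and gave −5.04 points.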

Depletion of most cell types occurred by day 12 of disease progression (Supplementary Fig. 3, Supplementary Table 1). Seurat cluster 7 (Supplementary Fig. 1) contained a mix of cell types, and cells in this cluster had a much lower number of expressed genes per cell compared to other clusters, so this cluster was excluded from further downstream analysis. 

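Low-complexity clusters, in which the median number of genes per cell was below the limit set for exclusion, were also found here. They were 2 clusters of 514 and 98 cells with a median of 147 and 174 genes, and haemoglobin genes led the smaller. Over both, 104, 143, 147, 167 and 51 cells from day 0 to day 12 were set apart, or 1.71%, 3.22%, 2.87%, 2.55% and 1.15% of each library. Their median was 122.5, 182, 140, 184 and 104 genes per cell, against 898, 1133.5, 1122, 981 and 869 over all cells. These cells stayed in the denominator of the shares and were left out of every class.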

We combined pro- and pre-B cells as these cell types substantially overlapped based on their expression profile (Supplementary Figs. 2, 3 and 4). The hematopoietic stem and progenitor cells (HSPCs) identified with *SingleR* are designated as five stem cell populations, the short term repopulating cells (STSL), multilineage progenitors (MLP), granulocyte–macrophage progenitors (GMP), monocyte-dendritic precursors (MDP) and common dendritic precursors (CDP) (Supplementary Table 1). 

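The progenitor cells formed 1 cluster in the pooled data, and clustering it again gave 10 clusters. GMP-like cells were 2 of these and held 95, 73, 70, 139 and 53 cells from day 0 to day 12, or 1.56%, 1.64%, 1.37%, 2.13% and 1.20% of each library. ST-HSC & MLP-like cells were a single cluster of 137 cells, with 8, 38, 32, 51 and 8 per day, so that days 0 and 12 rest on 8 cells each. The mitochondrial limit of the day 12 library removed 45.4% of GMP-like and 55.3% of ST-HSC & MLP-like cells. When cells were clustered without that limit, GMP-like cells were 129 of 7116 cells at day 0 and 130 of 5584 at day 12, a higher share than at day 0. ST-HSC & MLP-like cells were then 34, 69, 68, 85 and 38 from day 0 to day 12. At day 0 the limit removed only 2 of those 34, so the count of 8 depends mainly on the clustering. Progenitor clusters with a monocyte-like profile held 172, 147, 201, 227 and 140 cells, or 2.83%, 3.31%, 3.93%, 3.47% and 3.17% of each library. Those with a dendritic-like profile held 0.774%, 1.55%, 1.31%, 1.30% and 0.679% and those with a basophil- or mast-like profile 0.0329%, 0.180%, 0.254%, 0.367% and 0.0226%. These cells were kept out of the mature classes. No cluster met the rule for MDP, so no values for MDP are given here.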

We combined STSL and MLP and thereafter refer to them as ST-HSC & MLP (Supplementary Table 2). We excluded early T cell precursors (ETP) from further analysis due to small numbers (Supplementary Table 1). Many of the cells annotated as common lymphoid progenitor (CLP) B cells and macrophages were in cluster 7 and after exclusion of this cluster there were too few cells from these cell types for analysis. Finally, we excluded cells with discordant annotation (e.g. cells annotated as monocytes that were present in the neutrophil cluster; Supplementary Fig. 2) and this left too few CDP for further analysis. The final cell types and numbers for downstream analysis are shown in Fig. 1 and Supplementary Table 2.

**Figure 1:**
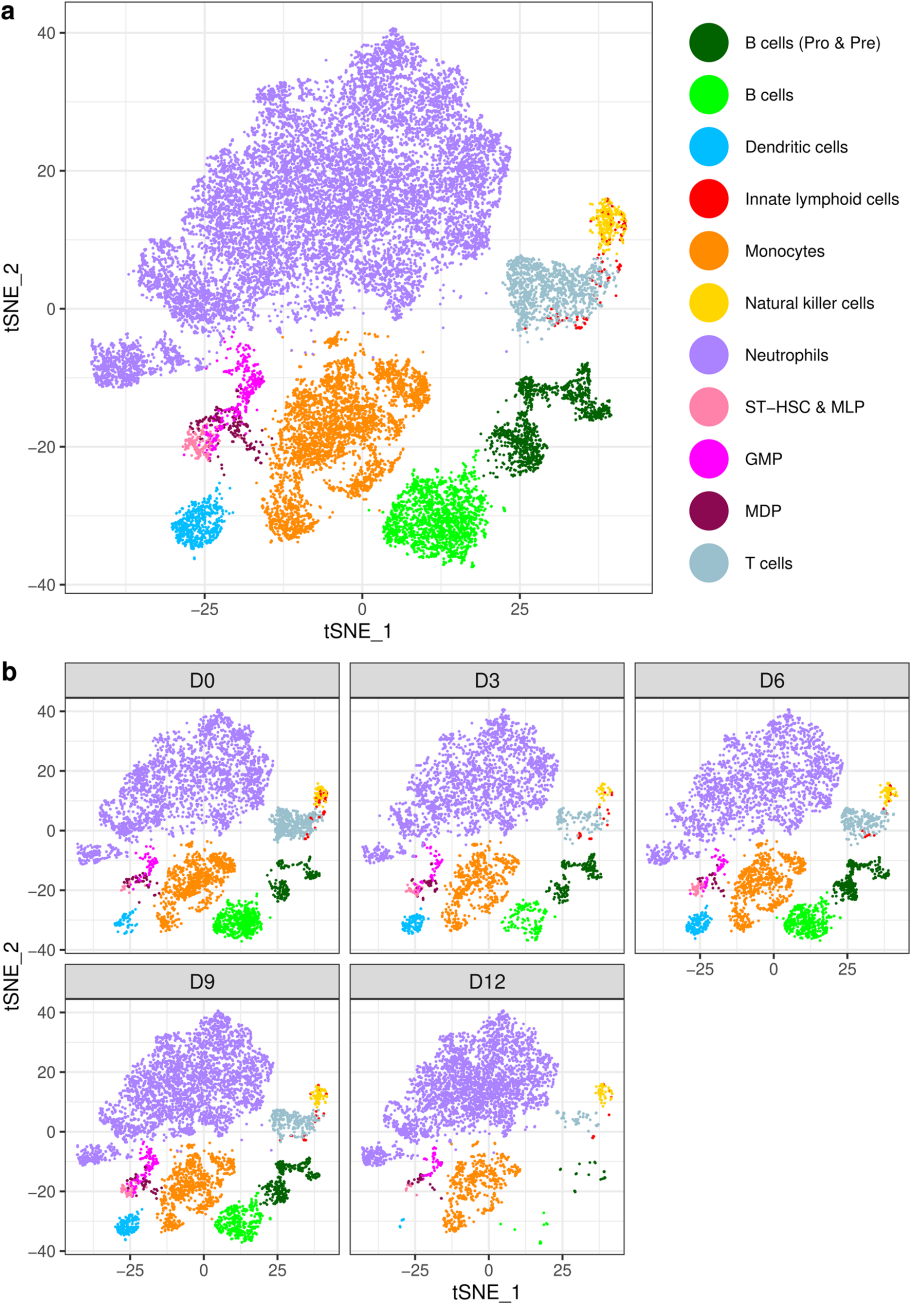
Inferred cell type clusters used in downstream analyses. t-SNE dimensionality reduction plots show all samples (**a**) and individual samples at each time point (**b**). Cells were clustered using Seurat and annotated by *SingleR*. ST-HSC & MLP = short term repopulating cells and multilineage progenitors, GMP = granulocyte–macrophage progenitors, MDP = monocyte-dendritic precursors.

To check the validity of the inferred cell types, we identified conserved marker genes for each cluster (Supplementary Fig. 4). 

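Marker genes were left out of the clustering and of the naming of clusters, so that the labels do not rest on them. Gene positions are those of GRCm38 in the GENCODE vM21 annotation, since the release used for counting is not named in the text. *Iglc2* (ENSMUSG00000076937, chromosome 16 from 19198396 to 19200351), an immunoglobulin light chain constant gene, had a UMI in 76.6 to 82.9% of B-like cells over the 5 libraries. *H2-Aa* (ENSMUSG00000036594, chromosome 17 from 34282744 to 34287823) was detected in 85.2 to 95.3% of them and *H2-Eb1* (ENSMUSG00000060586, chromosome 17 from 34305867 to 34316674) in 81.2 to 94.6%. The mean counts per 10000 UMIs ranged from 20.0 to 28.8 for *Iglc2*, from 28.6 to 37.5 for *H2-Aa* and from 20.6 to 29.7 for *H2-Eb1*. Neutrophil-like cells, which should lack these transcripts, had a UMI in 1.13 to 15.9%, 2.73 to 17.4% and 2.47 to 14.4% of cells, with a median depth of 3553.5 to 4620 UMIs against 1532 to 1910.5 in B-like cells. After thinning, which left out 2 to 97 B-like cells per library, the shares were 65.6 to 73.2%, 76.4 to 91.4% and 71.9 to 88.6% in B-like cells and at most 4.06%, 4.33% and 2.55% in neutrophil-like cells. Over all markers named by the paper, 29 of 30 pairs of a gene and its class lay above the background class in every library, and 26 did so when cells were thinned to 500 UMIs.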

The genes that characterized the B cell cluster included those involved in activation of the immune response (*Iglc2*), and antigen processing and peptide presentation (*H2-Aa*, *H2-Eb1*) in B lymphocytes. Pro-B, pre-B and B cells expressed *Cd79a* and *Ebf1*, which are required for B cell differentiation, proliferation and signaling. 

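*Cd79a* (ENSMUSG00000003379, chromosome 7 from 24897381 to 24902197) had a UMI in 94.6 to 98.4% of B-like and 93.3 to 97.7% of pro/pre-B-like cells over the libraries. For *Ebf1* (ENSMUSG00000057098, chromosome 11 from 44617317 to 45008091) the shares were 88.7 to 91.9% and 97.4 to 100%. The background in neutrophil-like cells was 1.51 to 14.8% for *Cd79a* and 0.813 to 4.73% for *Ebf1*. The median depth of pro/pre-B-like cells ranged from 2392.5 to 7385 UMIs. With every cell thinned, *Cd79a* was found in 87.5 to 93.6% of B-like and 66.7 to 86.4% of pro/pre-B-like cells and *Ebf1* in 71.4 to 78.8% and 70.9 to 91.3%, with 0 to 35 pro/pre-B-like cells per library left out. Mean counts of *Ebf1* per 10000 UMIs were higher in pro/pre-B-like cells (29.2 to 42.7) than in B-like cells (12.6 to 18.5).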

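In pro/pre-B-like cells, *Mzb1* (ENSMUSG00000024353, chromosome 18 from 35647267 to 35649367) had a UMI in 72.1 to 93.3% of cells over the 5 libraries and *Vpreb3* (ENSMUSG00000000903, chromosome 10 from 75943057 to 75949657) in 94.95 to 100%. Mean counts per 10000 UMIs were 7.09 to 8.67 for *Mzb1* and 27.5 to 41.8 for *Vpreb3*. Neutrophil-like cells had shares of 0.581 to 4.91% and 1.77 to 14.2%. At 1000 UMIs per cell, *Mzb1* remained in 43.3 to 47.8% and *Vpreb3* in 80 to 91.5% of pro/pre-B-like cells, and at most 1.24% and 2.98% of neutrophil-like cells held a UMI.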

Pro- and pre-B cells were marked by expression of *Mzb1* and *Vpreb3*, which are involved in regulation of B cell proliferation and maturation. Dendritic cells were characterized by expression of *Tcf4* which controls dendritic cell lineage specification^10^, *Ccr9* which is involved in dendritic cell maturation^11^ and *Siglech* which is involved in mediation of the immune response^12^. 

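The dendritic-like cluster carried a plasmacytoid profile, and its values cover the 4 libraries with at least 20 such cells, since day 12 held 9. *Tcf4* (ENSMUSG00000053477, chromosome 18 from 69343356 to 69689079) was detected in 94.4 to 98.1% of these cells, *Ccr9* (ENSMUSG00000029530, chromosome 9 from 123678439 to 123784330) in 71.1 to 77.7% and *Siglech* (ENSMUSG00000051504, chromosome 7 from 55768178 to 55778925) in 96 to 98.9%. Median depths were 4425 to 5224 UMIs. The highest share in neutrophil-like cells was 3.41% for *Tcf4*, 0.781% for *Ccr9* and 3.58% for *Siglech*. Thinning lowered the shares in dendritic-like cells to 62.3 to 69.8%, 35.4 to 46.1% and 78.7 to 82.0%, with 1 to 5 cells per library left out.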

Marker genes for monocytes included *Fn1* and *Ctss* which are involved in monocyte differentiation^13,14^. 

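For monocyte genes the background was taken from T-like cells. *Fn1* (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200) had a UMI in 77.2 to 88.1% of monocyte-like and 2.5 to 9.82% of T-like cells over the 5 libraries. *Ctss* (ENSMUSG00000038642, chromosome 3 from 95526786 to 95556403) was detected in 94.8 to 99.8% of monocyte-like and 21.8 to 29.1% of T-like cells. Monocyte-like cells were deeper, with a median of 5342 to 6937.5 UMIs against 2006 to 2906 in T-like cells. At equal depth the shares were 40.9 to 49.7% against 0.575 to 2.63% for *Fn1* and 70.8 to 81.2% against 8.05 to 13.8% for *Ctss*, and 1 to 34 monocyte-like cells per library were too shallow to be used.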

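NK-like cells numbered 94, 45, 73, 91 and 52 from day 0 to day 12. Over these libraries *Klrd1* (ENSMUSG00000030165, chromosome 6 from 129591782 to 129598775) had a UMI in 80 to 91.5% of them, *Klrk1* (ENSMUSG00000030149, chromosome 6 from 129610323 to 129623864) in 67.3 to 92.3%, *Klre1* (ENSMUSG00000050241, chromosome 6 from 129577905 to 129585827) in 75.3 to 84.6% and *Gzma* (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981) in 77.8 to 98.1%. The corresponding highest shares in neutrophil-like cells were 2.43%, 0.780%, 0.740% and 2.02%. The median depth of NK-like cells was 2350 to 3843 UMIs. Mean counts of *Gzma* per 10000 UMIs were 36.2 to 62.9, the highest of the group. After thinning, which left out 1 to 9 NK-like cells per library, the shares ranged from 42.9%, the lowest value of *Klrk1*, to 93.9%, the highest of *Gzma*.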

Natural killer cells were characterized by expression of well-known marker genes *Klrd1*, *Klrk1*, *Klre1* and *Gzma*^15^. 

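GMP-like cells had a median depth of 16779 to 20082 UMIs and ST-HSC & MLP-like cells of 8144 to 10427 UMIs. The latter are given for days 3, 6 and 9, where at least 20 cells were found. *Prtn3* (ENSMUSG00000057729, chromosome 10 from 79874476 to 79883174) had a UMI in 97.1 to 100% of GMP-like and 89.5 to 94.1% of ST-HSC & MLP-like cells, against 17.4 to 24.3% of neutrophil-like cells. *Lmo2* (ENSMUSG00000032698, chromosome 2 from 103957986 to 103981878) was found in 75.3 to 92.9% and 96.1 to 100% of the progenitor classes against a background of 10.9 to 17.3%. *Cdk6* (ENSMUSG00000040274, chromosome 5 from 3341485 to 3531008) was found in 86.3 to 100% and 74.5 to 87.5%, with at most 7.94% in neutrophil-like cells. *Cd34* (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279) reached 44.2 to 63.0% of GMP-like and 74.5 to 92.1% of ST-HSC & MLP-like cells, and its background was at most 0.969%. *Ms4a3* (ENSMUSG00000024681, chromosome 19 from 11629496 to 11640851) was detected in 81.4 to 87.4% of GMP-like cells. In ST-HSC & MLP-like cells its share was 15.8 to 23.5%, against 19.2 to 21.2% in neutrophil-like cells of the same libraries. Whether neutrophil-like cells lack *Ms4a3* or *Prtn3* was not tested. Their share is therefore not a sure background, and whether ST-HSC & MLP-like cells express *Ms4a3* stays open. At 1000 UMIs per cell the shares in GMP-like cells were 90 to 96.2% for *Prtn3*, 9.43 to 27.1% for *Lmo2*, 9.86 to 28.3% for *Cdk6*, 3.16 to 15.7% for *Cd34* and 42.3 to 58.5% for *Ms4a3*, with at most 2 cells per library left out.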

Marker genes for HSPCs included *Prtn3* and *Lmo2* which regulate hematopoietic stem and progenitor cell proliferation^16^, *Cdk6* which regulates hematopoietic and leukemic stem cell activation^17^, *Cd34* which may be required for attachment to the bone marrow extracellular matrix and *Ms4a3* which is involved in regulation of the cell cycle and known to be expressed in developing hematopoietic cells. T cells expressed known marker genes *Cd3d* and *Trbc2*. 

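*Cd3d* (ENSMUSG00000032094, chromosome 9 from 44981786 to 44987339) had a UMI in 74.3 to 83.2% of T-like cells and in 9.63 to 11.1% of neutrophil-like cells over the 5 libraries. *Trbc2* (ENSMUSG00000076498, chromosome 6 from 41546730 to 41548352), a constant gene of the T cell receptor beta chain, was found in 68.8 to 82.7% of T-like and 1.25 to 3.90% of neutrophil-like cells. With cells thinned, *Cd3d* was in 47.4 to 63.2% of T-like cells against 2.501 to 2.99% in the background and *Trbc2* in 55.3 to 59.1% against 0.239 to 0.827%. Between 4 and 71 T-like cells per library were left out by thinning.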

We conclude that in silico annotation of cell types with *SingleR* is accurate, as evidenced by expression of known marker genes, and these cell types will be used for subsequent downstream analysis.

### Differential expression analysis by cell type during disease progression

We compared expression of genes during disease progression to expression at day 0 (Fig. 2, Supplementary Tables 3–6). 

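The logFC against day 0 was computed for every gene with a UMI in at least 10% of the cells of a class in either library. No genes were called changed, because cells of 1 mouse are not replicates, and the spread of the values over genes is given in its place. In neutrophil-like cells the lowest percentile of the genes lay at a logFC of −0.38, −0.30 and −0.44 at days 3, 6 and 9 and the highest at 0.24, 0.26 and 0.30. In dendritic-like cells the same limits were −0.40, −0.42 and −0.41 and 0.29, 0.29 and 0.29, in monocyte-like cells −0.29, −0.29 and −0.33 and 0.24, 0.25 and 0.26, and in GMP-like cells −0.26, −0.24 and −0.24 and 0.24, 0.22 and 0.22. The lower tail was therefore the longer in all 4 classes at each of these days. The median over genes lay close to 0. It was −0.0014, −0.0031 and −0.010 in dendritic-like, 0.0066, 0.0075 and 0.0024 in monocyte-like, 0.022, 0.033 and 0.027 in neutrophil-like and 0.012, 0.015 and 0.012 in GMP-like cells. The share of genes below 0 was 50.6%, 51.0% and 53.5% in dendritic-like cells, 45.2%, 44.9% and 48.6% in monocyte-like cells, 34.7%, 29.1% and 35.1% in neutrophil-like cells and 42.2%, 40.1% and 42.0% in GMP-like cells. Scaling every cell to a common total tends to hold such a median near 0, so it does not bear on the number of genes beyond a threshold. These values cover 2840 to 8333 genes. The alternative that moved a median most was thinning every cell to 1000 UMIs, which reversed the medians of 2 classes, to −0.0049, −0.0090 and −0.017 in monocyte-like and −0.033, −0.0065 and −0.049 in GMP-like cells.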

Dendritic cells, monocytes, neutrophils and GMP had more underexpressed than overexpressed genes at days 3, 6 and 9 compared to day 0. This finding was validated by qRT-PCR of select genes in the neutrophil population, the most abundant white blood cell type in the bone marrow (Supplementary Fig. 5). 

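The genes that the study's Supplementary Tables S3 to S5 list for these classes were looked up in the recomputed values. They were chosen on the same libraries, so their signs are not independent evidence. Of the genes listed as lower, all 31, 23 and 36 in monocytes, 22, 18 and 31 in neutrophils, 15, 13 and 16 in dendritic cells and 16, 18 and 20 in GMP at days 3, 6 and 9 were lower here. Their median logFC was −0.50, −0.60 and −0.49 in monocytes, −0.53, −0.52 and −0.55 in neutrophils, −0.72, −0.66 and −0.63 in dendritic cells and −0.51, −0.51 and −0.49 in GMP. Of the genes listed as higher, all were higher in monocyte-like, neutrophil-like and GMP-like cells, and 6 of 7 at day 3 and all at days 6 and 9 in dendritic-like cells. A hand-written list of 42 genes known to respond to tissue dissociation held 12, 13 and 15 of the lower genes in monocytes, 11, 10 and 14 in neutrophils, 8, 6 and 9 in dendritic cells and 10, 8 and 12 in GMP.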

Our results suggest a reduction in gene expression in response to disease progression.

**Figure 2:**
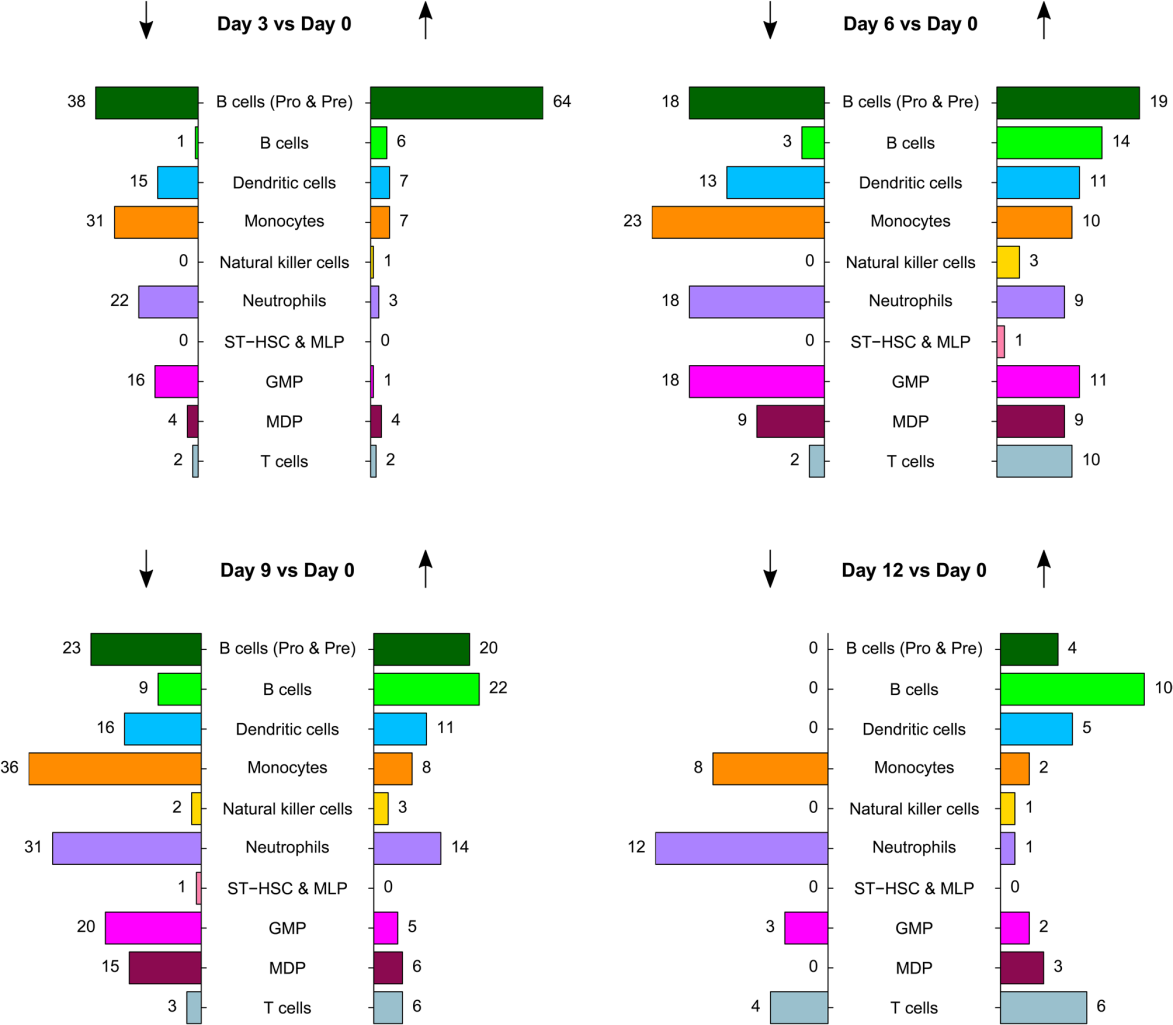
Number of differentially expressed genes by cell type and direction of change (↓ = underexpressed and ↑ = overexpressed) during disease progression. Results are adjusted for multiple testing (Bonferroni correction) and genes have an absolute log fold change of at least 0.4. ST-HSC & MLP = short term repopulating cells and multilineage progenitors, GMP = granulocyte–macrophage progenitors, MDP = monocyte-dendritic precursors.

In contrast to the aforementioned cell types, the largest change in the number of differentially expressed genes was for pro- and pre-B cells at day 3, where increased expression for 64 genes and decreased expression for 38 genes was seen. This included reduced expression of a number of genes that are members of the activating protein 1 (AP-1) transcription factor complex (*Jund*: logFC = − 1.38, *p* = 3.2 × 10^–34^; *Fos*: logFC = − 1.42, *p* = 3.5 × 10^–19^; *Fosb*: logFC = − 1.26, *p* = 7.7 × 10^–13^; *Jun*: logFC = − 0.85, *p* = 2.8 × 10^–10^; *Junb*: logFC = − 0.87, *p* = 0.006). 

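In pro/pre-B-like cells at day 3, all 64 genes that Supplementary Table S3 lists as higher were higher here, with a median logFC of 0.50, and all 38 listed as lower were lower, with a median of −0.56. Over all 6764 genes the median logFC was −0.0071, and the lowest and highest percentiles of the genes lay at −0.45 and 0.40. The comparison rests on 317 cells with a median of 7385 UMIs at day 3 and 296 cells with a median of 2392.5 at day 0. The 5 genes with the largest increase, by a rule fixed in advance, were *Mt1* (ENSMUSG00000031765, chromosome 8 from 94179082 to 94180327) with a logFC of 1.46, *Myl10* (ENSMUSG00000005474) with 1.33, *Rnase12* (ENSMUSG00000068407) with 1.08, *Ran* (ENSMUSG00000029430) with 0.86 and *Mt2* (ENSMUSG00000031762) with 0.85. *Mt1* was detected in 8.78% of pro/pre-B-like cells at day 0 and 47.0% at day 3, and *Rnase12* in 2.70% and 40.4%. *Myl10* and *Rnase12* are among the 10 leading genes of a pro/pre-B-like cluster, so their values are not independent of the labels. Clustering the pro/pre-B-like cells by themselves placed 124 of the 317 cells of day 3 in a group that no other library shared. Without that group, the logFC of the 5 genes with the largest increase was 0.15 for *Mt1*, −0.28 for *Myl10*, 0.055 for *Rnase12*, 0.38 for *Ran* and 0.066 for *Mt2*. Of the listed genes, 61 of the 64 were still higher, with a median logFC of 0.18, and all 38 were still lower, with a median of −0.31. The same clustering held a group of 66 cells led by genes such as *Gm5483*, *Stfa2l1* and *Cxcl2*, which also led a neutrophil-like cluster. Scrublet called 18 of these 66 as doublets. They numbered 10, 11, 18, 23 and 4 from day 0 to day 12 and stayed in the pro/pre-B-like class.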

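The logFC of the AP-1 genes in pro/pre-B-like cells is given with a counting interval. It joins opposite ends of the exact 95% Poisson intervals of both summed counts, so it is not itself a 95% interval. The means over cells were scaled by these ends, so the spread between cells is not covered. At day 3 it was −1.42 (−1.55 to −1.30) for *Fos* (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273), −1.36 (−1.46 to −1.26) for *Jund* (ENSMUSG00000071076, chromosome 8 from 70698949 to 70700616), −1.29 (−1.43 to −1.16) for *Fosb* (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051), −0.93 (−1.07 to −0.79) for *Junb* (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718) and −0.93 (−1.05 to −0.80) for *Jun* (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222). Summed counts went from 729 to 292 for *Fos*, from 1730 to 882 for *Jund*, from 381 to 145 for *Fosb*, from 371 to 331 for *Junb* and from 785 to 557 for *Jun*, while the UMIs of the class went from 1237766 to 3717303. The share of cells with a *Fos* UMI fell from 68.6% to 45.7% although the cells of day 3 were deeper, and from 45.6% to 9.46% after thinning, which left out 9 cells of day 0 and 21 of day 3. Every class expressed these genes, so no class served as background. The median of the 5 values was −1.29, and the alternative that moved it most was leaving out the 124 cells of day 3 that formed a group of their own, which gave −1.05 and was chosen after seeing the data. The whole dissociation list, which includes these 5 genes, had a median logFC of −0.51 over 34 genes, below all 10000 random lists matched on expression, and its other 29 genes had a median of −0.40.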

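At day 6 the 5 AP-1 genes had a median logFC of −0.74 in 427 pro/pre-B-like cells, from −0.97 for *Fos* to −0.49 for *Junb*. At day 9 the median was −0.71 in 427 cells, from −0.89 for *Fos* to −0.53 for *Jund*. At day 12, with 30 cells, it was −0.55, from −0.64 for *Fos* to −0.37 for *Fosb*. The counting interval of each gene at each of these days lay below 0. The values of *Jund* were −0.61, −0.53 and −0.55 and those of *Jun* −0.77, −0.72 and −0.58 at days 6, 9 and 12. Over the alternatives, the 25 medians at days 3 to 9 ranged from −1.50 to −0.52 and the 6 at day 12 from −0.69 to −0.24.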

The reduced expression across these genes was still evident when comparing both days 6 and 9 to day 0 for pro- and pre-B cells, although the magnitude of reduction (logFC) was smaller. We also saw a significant reduction in expression for most or all of these genes in dendritic cells, monocytes, neutrophils, GMP and MDP up to day 9 of disease progression, however pro- and pre-B cells were the only cell type showing consistent decreased expression of all five genes over time. 

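All 5 genes were lower than at day 0 in every class with at least 20 cells at days 3, 6 and 9. Their median logFC at these days was −0.77, −0.78 and −0.81 in dendritic-like, −0.57, −0.62 and −0.46 in monocyte-like, −0.53, −0.52 and −0.70 in neutrophil-like and −0.61, −0.70 and −0.48 in GMP-like cells. It was −0.68, −0.48 and −0.41 in B-like, −0.96, −0.34 and −0.58 in NK-like and −0.30, −0.27 and −0.27 in T-like cells. The counting interval of each gene lay below 0 in these classes, except for 2 of the 5 genes in T-like cells at day 9. The 166 medians of these other classes at days 3 to 9 under the alternatives were all negative, from −1.28 to −0.19. At day 3, pro/pre-B-like cells had the lowest median of all classes. The 37 genes of the dissociation list that are not AP-1 genes were also lower than random lists in each of the 24 combinations of class and day from day 3 to day 9, with medians from −0.40 to −0.071.

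**Figure D1:**
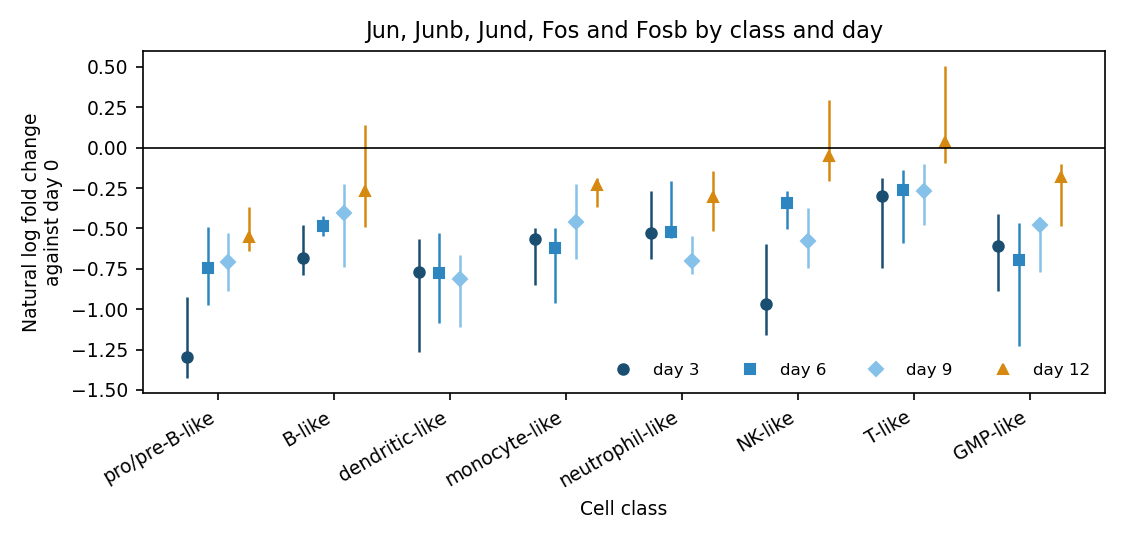
Natural log fold change against day 0 (vertical axis) of *Jun*, *Junb*, *Jund*, *Fos* and *Fosb* by cell class (horizontal axis) and day, where each symbol is the median of the 5 genes and each line runs from the lowest to the highest gene. The medians of pro/pre-B-like cells go from −1.29 at day 3 to −0.55 at day 12, and those of every class at days 3, 6 and 9 lie below 0.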

At day 12, many of the cell types were depleted due to advanced disease (Supplementary Table 2) and consequently we only saw significantly reduced expression of *Jun* and *Junb* in neutrophils.

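At day 12, neutrophil-like cells numbered 3444 and had a logFC of −0.46 for *Jun* and −0.51 for *Junb*, the 2 lowest of the 5 genes there. Their mean *Jun* counts per 10000 UMIs were 7.48 at day 0 and 4.34 at day 12, and those of *Junb* 8.32 and 4.57. The median of the 5 genes was −0.31 in neutrophil-like and −0.23 in 427 monocyte-like cells, and all 5 were lower in both. In GMP-like cells (n = 53) all 5 genes were lower and 3 beyond counting error, with a median of −0.18. B-like cells (n = 37) had 4 lower genes, 2 of them beyond counting error, and a median of −0.27. In NK-like cells the median was −0.054 and in T-like cells 0.036, and no gene of either class was lower beyond counting error. Dendritic-like cells were too few at day 12 to be given.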

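*Cdkn2a* (ENSMUSG00000044303, chromosome 4 from 89274471 to 89294653) had a UMI in 1 of 296 pro/pre-B-like cells at day 0 and in 120 of 317 at day 3, or 37.9% (32.5 to 43.4%). Its summed count was 1 at day 0 and 606 at day 3 and its logFC 0.65. *Tmem119* (ENSMUSG00000054675, chromosome 5 from 113793729 to 113800516) was found in 0 of 296 cells at day 0, which allows a share of up to 1.24%, and in 106 at day 3, or 33.4% (28.3 to 38.9%). Its summed count was 0 at day 0 and 481 at day 3 and its logFC 0.55. Neutrophil-like cells of day 3, with a median of 4431.5 UMIs against 7385 in pro/pre-B-like cells, held *Cdkn2a* in 0.822% and *Tmem119* in 1.03% of cells. The counts came from few cells. The 124 cells of day 3 that formed a group of their own among pro/pre-B-like cells, with a median of 19684 UMIs, held *Cdkn2a* in 90.3% and *Tmem119* in 81.5%, and the other 193 held them in 4.15% and 2.59%. At 1000 UMIs per cell the shares were 18.9% and 15.6% in that group and 0% and 0.575% in the other cells. A pseudocount of 0.1 moved both logFC values most, to 2.31 and 2.13. Leaving the group out, an alternative chosen after seeing the data, lowered both to 0.043, and the counting interval of *Tmem119*, −0.0078 to 0.075, then included 0. The same group had the X-linked transcript *Xist* (ENSMUSG00000086503, chromosome X from 103460366 to 103483254) in 33.1% of cells against 93.8% of the other pro/pre-B-like cells of day 3, and no UMI of a Y-linked gene.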

Two other genes that were differentially expressed in pro- and pre-B cells at day 3 are *Cdkn2a* (logFC = 0.68, *p* = 1.9 × 10^–25^) and *Tmem119* (logFC = 0.59, *p* = 1.5 × 10^–22^). Both genes were not differentially expressed at the other time points, nor were they differentially expressed in any other cell type. 

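At days 6, 9 and 12, *Cdkn2a* was found in 4, 4 and 2 of 427, 427 and 30 pro/pre-B-like cells, with a logFC of 0.0069, 0.0083 and 0.034. *Tmem119* was found in 3, 2 and 0 cells, with a logFC of 0.023, 0.0069 and 0. Its absence at day 12 allows a share of up to 10.0%, taken as 3 divided by the number of cells in place of an exact limit. In the other classes of day 3, *Cdkn2a* reached at most 1.37%, in GMP-like cells, where it was 1 cell. *Tmem119* was also found in 8 of 90 dendritic-like cells at day 0 and 15 of 157 at day 3, or 8.89% and 9.55%, against 0.177% and 1.03% of neutrophil-like cells. At 1000 UMIs per cell the shares were 2.25% and 1.95% against 0.0752% and 0.342%. In GMP-like cells, which were deeper, it was found in 4.21%, 6.85%, 7.14%, 7.19% and 13.2% over the days, but in 0%, 0%, 0%, 0% and 1.89% at 1000 UMIs per cell, so expression there was not told from background at this depth.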

*Cdkn2a* acts as a tumor suppressor in ALL through regulation of the cell cycle^18,19^ and *Tmem119* is involved in osteoblast differentiation^20^. Finally, a number of the differentially expressed genes for pro- and pre-B cells at day 3 were enriched for regulation by RNA binding protein NELFE and transcription factors MYC (Enrichr ENCODE and ChEA Consensus TFs from ChIP-X: NELFE *p* = 6.0 × 10^–12^; MYC *p* = 5.4 × 10^–11^) and BCL11A (Enrichr TF Perturbations Followed by Expression: *p* = 1.2 × 10^–27^). 

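The gene sets of Enrichr were not used here. A hand-written list of 58 known MYC target genes was compared instead, and 56 of them were expressed widely enough in pro/pre-B-like cells at day 3. Their median logFC was 0.084, above all 10000 random lists of the same size matched on mean expression. Without the 124 cells of day 3 that grouped apart, the median was −0.012 over 40 genes and stood at the percentile 19.0 of its random lists. At days 6, 9 and 12 the list stood at the percentiles 12.6, 15.2 and 98.97. These percentiles describe the libraries and not the genes in other mice. BCL11A and NELFE targets were not analysed here.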

A large study of hepatocellular carcinoma^21^ found that disease progression was associated with oncogenic activation of NELFE which led to enhancement of MYC signaling and global transcriptomic imbalance. Deregulation of BCL11A has been associated with hematopoietic malignancies and AML^22,23^.

For GMP we found reduced expression of long non-coding RNA *Neat1* at all time points except day 12 (D3vsD0: logFC = − 0.73, *p* = 2.1 × 10^–7^; D6vsD0: logFC = − 0.66, *p* = 1.3 × 10^–5^; D9vsD0: logFC  = − 0.71, *p* = 2.4 × 10^–10^). 

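*Neat1* (ENSMUSG00000092274, chromosome 19 from 5824708 to 5845478) had a UMI in 93.7% of the 95 GMP-like cells of day 0 and in 72.6%, 77.1%, 68.3% and 94.3% of 73, 70, 139 and 53 cells at days 3, 6, 9 and 12. Its summed counts were 528 (484 to 575), 160 (136 to 187), 141 (119 to 166), 254 (224 to 287) and 401 (363 to 442). The logFC was −0.74, −0.71 and −0.76 at days 3, 6 and 9 and 0.079 at day 12, where the counting interval ran from −0.065 to 0.22. The median depth of GMP-like cells was 17600 UMIs at day 0 and between 16779 and 20082 later. At 1000 UMIs per cell the share was 26.3% at day 0, 7.04%, 8.57% and 7.91% at days 3, 6 and 9 and 30.2% at day 12, with at most 2 cells left out. The alternative that moved the logFC most at days 3, 6 and 9 was a pseudocount of 0.1 in place of 1, which gave −1.08, −1.02 and −1.11, and at day 12 it was the plain limit of 500 UMIs, which gave −0.27. *Neat1* is transcribed in most bone marrow cells, so no class served as background. At days 3, 6 and 9 its logFC was −0.36, −0.27 and −0.36 in neutrophil-like, −0.34, −0.22 and −0.33 in monocyte-like and −0.45, −0.60 and −0.52 in NK-like cells. It was −0.26, −0.17 and −0.10 in T-like and −0.27, −0.027 and −0.052 in pro/pre-B-like cells. In B-like cells it was 0.15, 0.059 and −0.052 and in dendritic-like cells 0.021, −0.064 and 0.022, with counting intervals that included 0. The intervals also included 0 in NK-like cells at day 3 and in T-like and pro/pre-B-like cells at days 6 and 9.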

*Neat1* is highly expressed in hematopoietic stem and progenitor cells^24^ and has previously been described as a tumor suppressor in hematological malignancies^25,26^. In summary, we found that most cell types had reduced gene expression during disease progression, contrasting with pro- and pre-B cells which showed the strongest initial response to disease, with more overexpressed than underexpressed genes.

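For the classes not given before, the median logFC over genes at days 3, 6 and 9 was 0.0085, −0.0036 and −0.011 in B-like, 0.0089, 0.022 and 0.0029 in NK-like and −0.0012, 0.0048 and −0.016 in T-like cells. The lowest percentile of their genes lay at −0.39, −0.33 and −0.40 in B-like cells, −0.51, −0.42 and −0.47 in NK-like cells and −0.32, −0.29 and −0.33 in T-like cells, and the highest at 0.35, 0.36 and 0.48, at 0.53, 0.41 and 0.41 and at 0.27, 0.30 and 0.28 in these classes. In pro/pre-B-like cells the median was −0.0065 and −0.016 at days 6 and 9, with limits of −0.38 and −0.38 and 0.30 and 0.34, against which day 3 had the longer tails. The median at day 3 became 0.00039 when the 124 cells found only in that library were left out. At day 12 the share of genes below 0 was 60.9% in neutrophil-like, 42.4% in monocyte-like and 43.2% in GMP-like cells. From the numbers of underexpressed and overexpressed genes, the paper concludes that most cell types had reduced gene expression during disease progression and that pro- and pre-B cells showed the strongest initial response.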

### Intercellular communication networks of the BMM

To understand how different cell types interact during disease progression we constructed intercellular communication networks of known ligand/receptor pairs (Fig. 3). The edge widths on these networks allow us to visualize the strength of communication of each cell type and how this communication changes during disease progression. 

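The study's table of ligand/receptor pairs was not used here. A hand-written list of 211 known pairs, of which 209 had both genes in the libraries, was used instead. Numbers of links can therefore not be compared with the study's networks. Between classes they also follow depth, with a median at day 0 from 1532 UMIs in B-like to 17600 in GMP-like cells. As in the study, a gene counted as expressed when at least 20% of the cells of a class had a UMI, and a link runs from a class that expresses a ligand to a class that expresses its receptor. Monocyte-like cells had 362, 462, 488, 401 and 455 links with all classes from day 0 to day 12. GMP-like cells had 341, 419, 453, 411 and 453 links and ST-HSC & MLP-like cells 249, 314, 359, 305 and 369. Dendritic-like cells had 239, 343, 330, 324 and 431, neutrophil-like cells 262, 342, 328, 308 and 325 and pro/pre-B-like cells 127, 283, 205, 207 and 215. The dendritic-like value of day 12 rests on 9 cells. When equal numbers of cells were drawn, dendritic-like cells had 287, 361.5, 383.5, 323 and 431 links. B-like, T-like and NK-like cells had at most 170, 229 and 253 links. The number of links depends on how many genes are detected, and so on depth. The median number of UMIs of monocyte-like cells was 5342 at day 0 and 6937.5 at day 3. The number of genes in at least 20% of these cells rose from 2450 to 3044, but went from 570 to 556 when every cell was thinned to 1000 UMIs, which left out 14 and 22 cells. Thinning each class so that its median depth matched that of its shallowest library, an alternative chosen after seeing the data, gave 360, 327, 391, 373 and 391 links for monocyte-like cells over the days, so that the difference at day 3 reversed. With the 20% limit kept and every cell thinned to 1000 UMIs, monocyte-like cells had 41, 43, 43, 42 and 52 links. At that depth GMP-like and ST-HSC & MLP-like cells had the fewest links of all classes at day 0, with 18 and 10. Dendritic-like cells had the most, with 48.

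**Figure D2:**
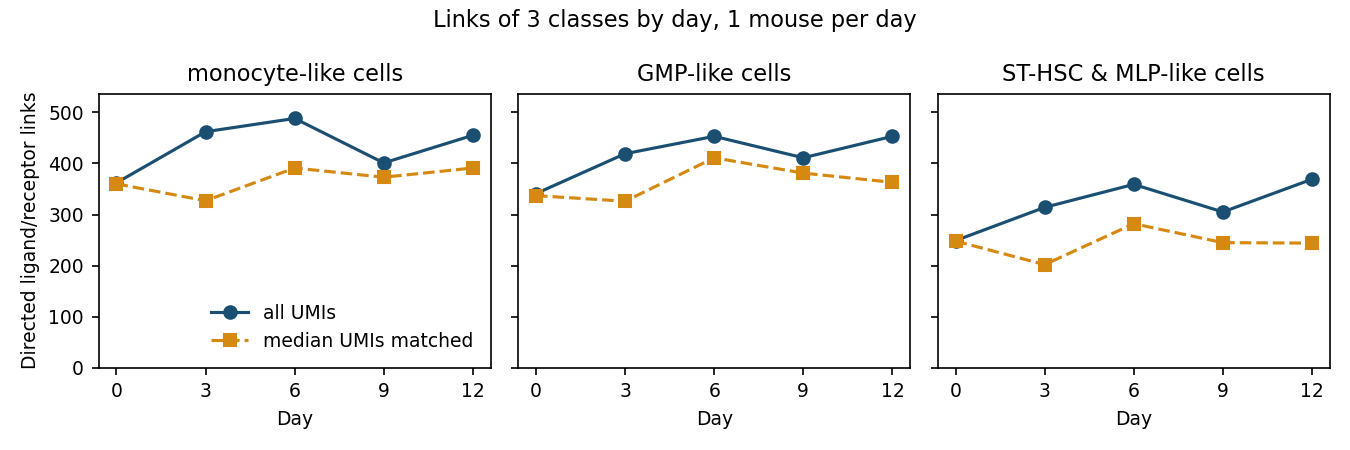
Number of directed ligand/receptor links with all classes (vertical axis) by day (horizontal axis) for monocyte-like, GMP-like and ST-HSC & MLP-like cells, 1 mouse per day, with all UMIs (solid) and with each class thinned so that its median depth matched its shallowest library (dashed). With all UMIs monocyte-like cells go from 362 links at day 0 to 462 at day 3, and with matched median depth from 360 to 327.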

The most communicative cells on these networks that also showed the largest changes in communication during disease progression were monocytes and HSPCs. Monocytes showed increased communication with ST-HSC & MLP and MDP at all days compared to day 0 (Supplementary Fig. 6). 

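Between monocyte-like and ST-HSC & MLP-like cells, counted in both directions, there were 51, 58, 70, 57 and 66 links from day 0 to day 12. The ST-HSC & MLP-like class held 8 cells at days 0 and 12, where 2 cells with a UMI reach the 20% limit. With the median depth of each class matched to its shallowest library, an alternative chosen after seeing the data, the numbers were 51, 40, 52, 47 and 50, and days 3, 9 and 12 then lay below day 0. With 10% of cells as the limit, the difference between days 9 and 0 was −14 links. Drawing equal numbers of cells from every library left an excess over day 0 of 11.5, 22, 9 and 15 links. Communication with MDP was not analysed here, because no cluster was named MDP.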

Ligands expressed by monocytes were primarily enriched for GO Biological Processes (GO-BP) associated with cell migration and positive regulation of phosphorylation at days 6 and 9 (Supplementary Fig. 7). When considering receptors expressed by monocytes, we saw enrichment for GO-BP associated with inflammatory response at day 3 and reduced enrichment for genes involved in extracellular matrix organization, neutrophil-mediated immunity and cellular response to cytokine stimulus at all days compared to day 0 (Supplementary Fig. 8).

**Figure 3:**
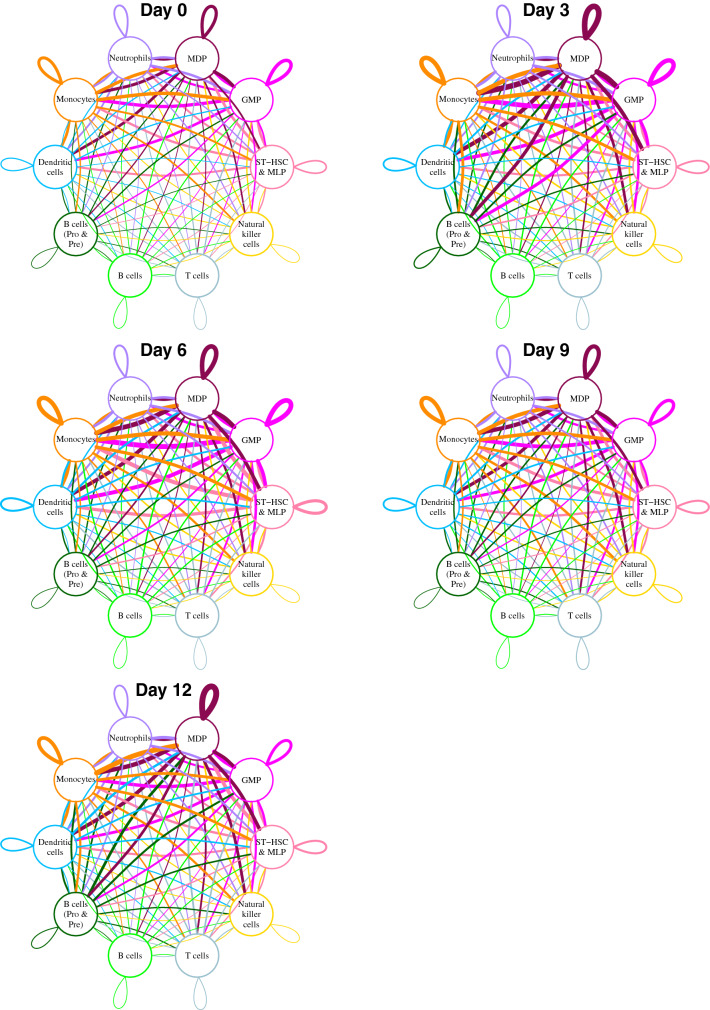
Intercellular communication networks of known ligand/receptor pairs. Edge widths correspond to the number of links between cell pairs or within the same cell type. A link is one-way directional and is defined when a cell type expresses the ligand and another cell type (or the same cell type) expresses the corresponding receptor. ST-HSC & MLP = short term repopulating cells and multilineage progenitors, GMP = granulocyte–macrophage progenitors, MDP = monocyte-dendritic precursors.

For ST-HSC & MLP, increased communication with other cell types was most evident at day 6 (Supplementary Fig. 9). 

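In the libraries with more than 8 ST-HSC & MLP-like cells, the number of links with all classes was highest at day 6, with 359 against 249 at day 0. At day 12 it was 369. Days 0 and 12 rest on 8 cells each, so every difference from day 0 does too. When equal numbers of cells were drawn, day 6 had 391.5 links, day 12 369 and day 0 258.5. With the median depth of each class matched to its shallowest library, an alternative chosen after seeing the data, the numbers were 248, 202, 282, 245 and 244 over the days. The median depth of these cells was 6532.5 UMIs at day 0 and 8333 at day 6. At 1000 UMIs per cell there were 10, 15, 19, 11 and 19 links. Requiring 10% in place of 20% of cells gave a difference from day 0 of 112 at day 6, but −39 at day 9.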

Enriched GO-BP for expressed ligands at day 6 was primarily for cytokine-mediated signaling pathways, though we also saw enrichment for positive regulation of cell migration and phosphorylation (Supplementary Fig. 10). Expressed receptors showed enrichment for GO-BP associated with regulation of apoptotic process and extracellular matrix organization at day 3 and reduced enrichment for genes involved in positive regulation of protein phosphorylation at all days compared to day 0 (Supplementary Fig. 11).

Increases in communication for GMP was primarily seen at days 3 and 6 (Supplementary Fig. 12). Similarly to ST-HSC & MLP, the primary enrichment for expressed ligands was for cytokine-mediated signaling pathways at day 6, and to a lesser extent we saw enrichment for positive regulation of cell migration, positive regulation of phosphorylation and platelet degranulation (Supplementary Fig. 13). 

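GMP-like cells had 78 more links than at day 0 at day 3, 112 more at day 6, 70 more at day 9 and 112 more at day 12. With the median depth of each class matched to its shallowest library, chosen after seeing the data, they had 337, 326, 411, 381 and 363 links over the days, so that day 3 lay below day 0 and day 6 was the highest. When equal numbers of cells were drawn, they had 344, 438, 460.5, 406 and 454. The number of genes in at least 20% of GMP-like cells was 5167 at day 0 and 5845 at day 3, and 572 and 504 when cells were thinned to 1000 UMIs, with 0 and 2 cells left out. Links at that depth were 18, 20, 21, 20 and 24.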

When considering expressed receptors, increased enrichment for genes involved in extracellular matrix organization was seen at day 6 (Supplementary Fig. 14). There was also a marked difference when comparing enrichment of GO-BP at day 12 versus all other days. At day 12 there was decreased enrichment of a number of GO-BP, including amongst others, regulation of apoptotic process, leukocyte cell–cell adhesion, cell–matrix adhesion and regulation of B cell proliferation. Conversely there was increased enrichment of GO-BP associated with neutrophil-mediated immunity.

Finally, for MDP, communication increases were seen between most cell types at all days compared to day 0 (Supplementary Fig. 15). For the expressed ligands increased enrichment for many GO-BP was evident, particularly for days 3 and 12 compared to day 0 (Supplementary Fig. 16). These included processes such as cytokine-mediated signaling pathway, regulation of cell migration, positive regulation of cell proliferation, positive regulation of phosphorylation and neutrophil-mediated immunity. For the expressed receptors, the trend was also for increased enrichment of GO-BP at later time points in comparison to day 0 and these included amongst others, positive regulation of protein phosphorylation, neutrophil-mediated immunity, leukocyte cell–cell adhesion, integrin-mediated signaling pathway and receptor-mediated endocytosis (Supplementary Fig. 17).

### RNA velocity analysis

To better understand global transcriptional dynamics during disease progression we estimated RNA velocity (transcription rate) for each cell, which also allows inference of the future state of the cell (Fig. 4). For pro- and pre-B cells the strongest velocity was observed for a sub-population of cells at day 3 and this also aligned with our differential expression results where pro- and pre-B cells showed the most differentially expressed genes at day 3. From day 9 onwards velocity is markedly reduced, suggesting an initial response to the disease that is not sustained.

**Figure 4:**
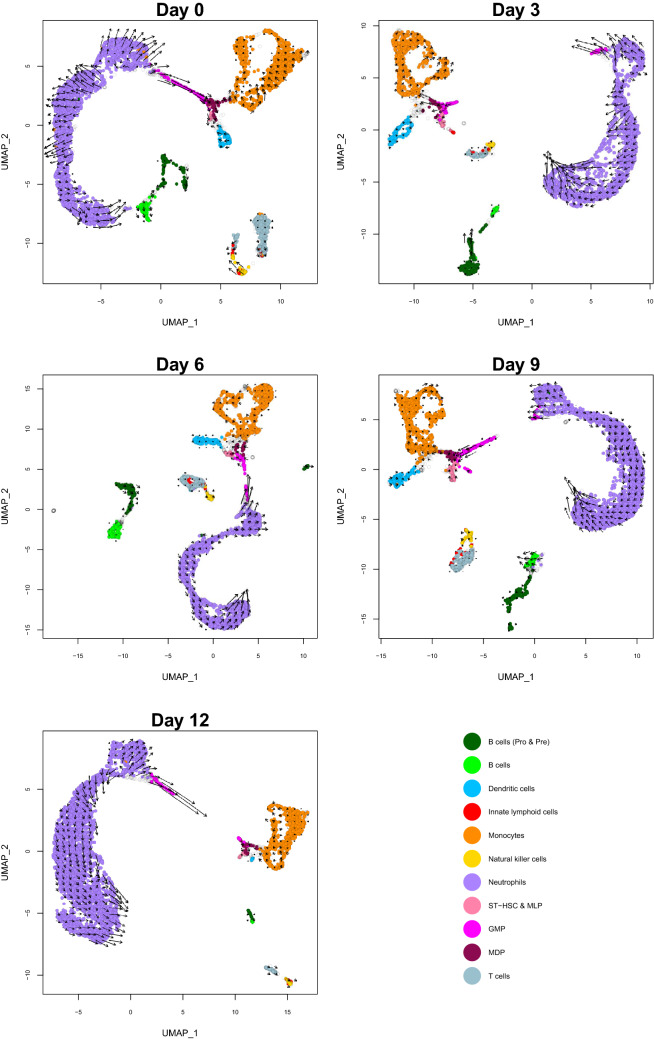
RNA velocity estimates for each cell type over time. Estimates (arrows) are plotted on a Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction. The length of the arrows represents the transcription rate (velocity) and the direction of the arrows points to the inferred future state of the cell based on other cells present on the UMAP plot. Transparent points are those cells that were filtered out as described in “Results” (cell types in the bone marrow microenvironment). ST-HSC & MLP = short term repopulating cells and multilineage progenitors, GMP = granulocyte–macrophage progenitors, MDP = monocyte-dendritic precursors.

At day 0, GMP had high velocity and their inferred future state showed a continuous direction of movement (trajectory) from neutrophils through to MDP, both of which differentiate from GMP. This trajectory split from day 3 onwards into GMP that are clustered near neutrophils, and those that clustered near ST-HSC & MLP and MDP. Those that clustered near neutrophils had higher velocity than those that clustered near ST-HSC & MLP and MDP. Hence, we found evidence for disruption in global transcriptional dynamics commencing at day 3 of disease progression, particularly for GMP, due to individual cells exhibiting changes in velocity that affect their future state.

### Enumeration of the bone marrow HSPC compartment during leukemia development

Our single-cell data suggests that leukemia progression changes the molecular profiles of the hematopoietic cell populations in the bone marrow. While we have previously shown that B-ALL impairs hematopoiesis in bone marrow^9^, the changes in the HSPC compartment have not been explored. Thus, we enumerated subpopulations of HSPC in mice with low (< 1% at day 6) and high (> 40% at day 18) disease burden in the bone marrow (Supplementary Fig. 18)^27^. We identified that mice with a high leukemia burden had a reduction of the lineage negative (lin^−^) population (Fig. 5a), suggesting that leukemia development significantly impairs the hematopoietic progenitors and stem cells. We observed a higher proportion of the LSK (lin^−^Sca1^+^cKit^+^) population and a lower proportion of myeloid progenitors within the lin^−^ fraction (Fig. 5b). Furthermore, we found that expansion of the LSK compartment in mice with a high leukemia burden resulted in a significantly higher proportion of the HSC and multipotent progenitor (MPP) 2 populations (Fig. 5c,d). The observed increase of the MPP2 population and corresponding drop in myeloid progenitors suggests that leukemia development impairs MPP2 to myeloid progenitor differentiation. In addition, we recorded a significantly lower proportion of the CMP, GMP and MEP populations but not CLPs in mice with a high leukemia burden (Fig. 5e). Finally, we enumerated mature hematopoietic cells in the peripheral blood to show that mice with a high leukemia burden showed reductions in red blood cell count, hemoglobin, hematocrit and platelet counts (Fig. 5f), recapitulating the clinical symptoms of anemia and thrombocytopenia in children diagnosed with B-ALL.

**Figure 5:**
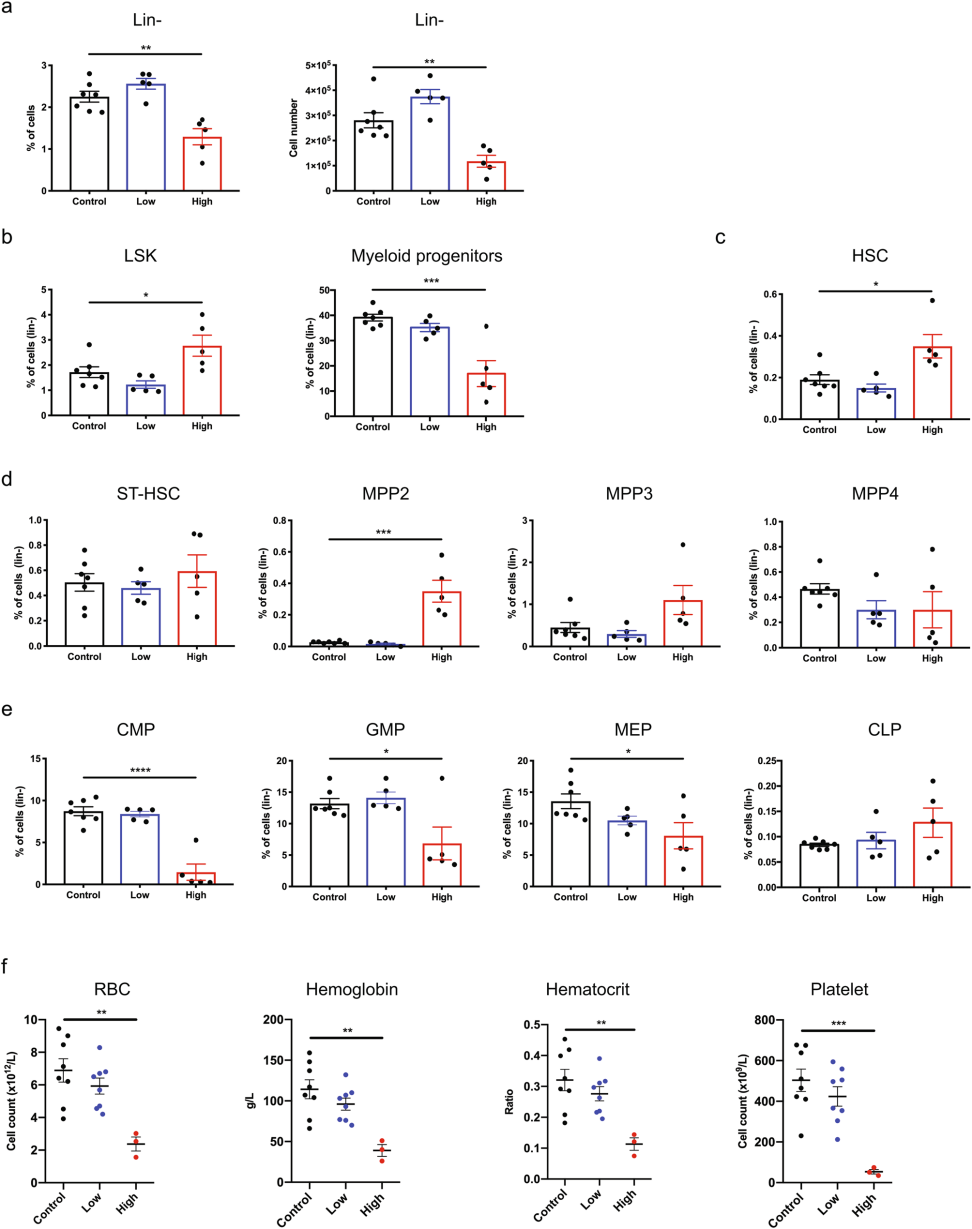
B-ALL alters the HSPC compartment in the bone marrow of leukemia-bearing mice. (**a**) Percentage (left) and number (right) of lineage negative (lin^−^) cells. (**b**) Percentage of LSK cells and myeloid progenitors. (**c**) Percentage of HSCs. (**d**) Percentage of multipotent progenitors. (**e**) Percentage of CMPs, GMPs, MEPs and CLPs. (**f**) Red blood cell count, hemoglobin, hematocrit and platelet count in the peripheral blood of leukemia-bearing mice (n = 3–8). (**a**–**e**) *n* = 5–7. Throughout, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Error bars represent mean ± SEM.

## Discussion

The tumor microenvironment influences disease progression and response to therapy. Understanding the tumor microenvironment can lead to identification of novel therapeutic targets. Previous studies have shown that development of B-ALL alters immune cell constitution and the BMM^9,28–30^. In this study, we dissected responses of normal bone marrow immune cells during early stages of B-cell leukemia development at a single-cell level.

We found reduced expression of *Jun*, *Junb*, *Jund*, *Fos* and *Fosb*, all members of the AP-1 transcription factor complex, particularly for pro- and pre-B cells at day 3 of disease progression. AP-1 has been implicated across a wide range of cancers, where it has been reported to be both upregulated or downregulated^31^. This points to opposing roles of AP-1 depending on the cancer type, where increased expression leads to tumor development and reduced expression leads to loss of tumor suppression^32^. In AML, reduced expression of *Junb* and *Jun* was found to be associated with myeloid leukemogenesis through loss of regulation of differentiation, programmed cell death and cellular proliferation^33^. Given the reduced expression we see across these genes, it is likely that AP-1 is similarly acting as a suppressor in our disease model.

For pro- and pre-B cells we also found *Cdkn2a* and *Tmem119* to be over expressed at day 3 of disease progression but not at other time points. In ALL *Cdkn2a* is a tumor suppressor involved in cell cycle regulation^18,19^, and in our disease model there was an acute response to the disease during the early stages of leukemia development, but this response was attenuated as the disease progressed. *Tmem119* is involved in osteoblast differentiation^20^, and we have previously identified that the number of osteoblastic cells decreases during disease progression^9^. Similarly to *Cdkn2a*, it points to an initial response to the disease that is attenuated during disease progression.

Finally, differentially expressed genes for pro- and pre-B cells at day 3 were enriched for regulation by NELFE, MYC and BCL11A. Disease progression in hepatocellular carcinoma was found to be associated with global transcriptomic imbalance due to oncogenic activation of NELFE and enhanced MYC signaling^21^. BCL11A has been implicated in hematopoietic malignancies and AML^22,23^. Enrichment for these regulatory factors was only seen in pro- and pre-B cells at day 3, one of the first signs of induced changes in global transcription in this model.

GMP were found to have reduced expression of *Neat1* at all time points of disease progression other than day 12. Loss of *Neat1* has been shown to induce global transcriptome changes that enable transformation and cancer initiation in oncogene-expressing fibroblasts^34^. In hematological malignancies, *Neat1* has previously been described as a tumor suppressor, with reduced expression associated with multidrug resistance in leukemia and impairment of myeloid differentiation in acute promyelocytic leukemia^25,26^. Our data suggests that *Neat1* also exerts a suppressor function in GMP, although further investigations are required to identify the global effects it may induce.

Intercellular communication networks revealed that monocytes communicate mostly with ST-HSC & MLP and MDP which are monocyte precursor cells. The strong communication between monocytes and MDPs may occur because MDPs give rise to monocytes and the development of leukemia enhances the communication between these cells^35^. Expression of ligands at days 6 and 9 were associated with cell migration and regulation of phosphorylation, whereas expression of receptors were associated with extracellular matrix organization, neutrophil-mediated immunity and cellular response to cytokine stimulus at days 3, 6, 9 and 12. Furthermore, we observed enrichment for GO-BP associated with an inflammatory response in monocytes. Our data supports a recent finding that monocytes are involved in B-ALL development, possibly in response to leukemia-induced inflammation in the bone marrow^30^. For all HSPCs, expression of ligands was associated with enrichment of cytokine-mediated signaling, cell migration and regulation of phosphorylation, though MDP were the only type showing consistent enrichment of these processes at all time points compared to day 0. Enriched processes for receptors expressed by GMP were different at day 12 when compared to all other time points, with decreased activity evident for processes such as apoptosis, cell adhesion and B cell proliferation, but increased involvement was seen for neutrophil-mediated immunity. MDP were the most communicative during disease progression with changes across many GO-BP for both ligands and receptors. Overall, our results support the notion that the leukemia BMM can alter the activities of HSPCs^36^.

Velocity analysis showed changes in GMP from day 3 onwards, where instead of the continuous direction of movement (trajectory) observed at day 0 from neutrophils through to MDP, we observe a disjointed trajectory with GMP grouping with either neutrophils or other HSPCs. This may explain our observations at day 12 in the intercellular communication networks, where we saw an increase in expressed receptors involved in neutrophil-mediated immunity and a decrease in expressed receptors involved in other stem cell like processes such as regulation of apoptotic process and cell–matrix adhesion. This points to GMP remaining responsive to signals from neutrophils during disease progression, but becoming non-responsive to signals from other cell types. This could also be linked to the reduced expression of *Neat1* that we observed in our differential expression analysis.

Consistent with our previous results^9^, we observed a lower proportion of B cells and a higher proportion of neutrophils, the most abundant myeloid cells, during leukemia development. However, key lineage specific transcription factors (PU.1, GATA-1, IKAROS, PAX5) were not differentially expressed in HSPCs, suggesting that the immunocompetent leukemia microenvironment may contribute to deregulation of hematopoiesis. It is also possible that single-cell transcriptomics was not able to detect changes in expression of these transcription factors due to complex dynamics that are better captured with targeted assays^37^. 

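B-like cells made up 13.0% (95% confidence interval 12.2 to 13.9%) of the day 0 library and 4.73%, 11.7%, 7.33% and 0.837% at days 3, 6, 9 and 12, with 37 cells at day 12. The share at each later day was below that of day 0, and only the 95% interval of day 6 (10.8 to 12.6%) overlapped that of day 0. Neutrophil-like cells made up 46.5% (95% confidence interval 45.2 to 47.7%) at day 0 and 54.8%, 42.6%, 52.1% and 78.0% at the later days, so that day 6 lay below day 0 and day 12 above all others. The mitochondrial limit of the day 12 library removed 66.7% of its B-like cells, and with a single limit of 10% for all libraries, which was chosen after seeing the data, B-like cells were 2.10% of the cells of day 12. The difference in the neutrophil-like share between days 12 and 0 was 31.5 percentage points. The alternative that moved it most placed the knee of the barcode curve by a straight line, was also chosen after seeing the data and gave 15.3 points, and with the plain limit of 500 UMIs the share at day 6 was 52.9% against 49.0% at day 0. In simulated droplets of 400 to 1500 UMIs made from the day 0 library, none of the neutrophil-like profiles was told from free RNA, and the other libraries were not simulated. The knee, above which barcodes are kept without this test, lay at 4982, 2995, 13641, 1844 and 1938 UMIs. At day 6, 2017 of the 2179 neutrophil-like cells lay below the knee and were kept by this test.

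**Figure D3:**
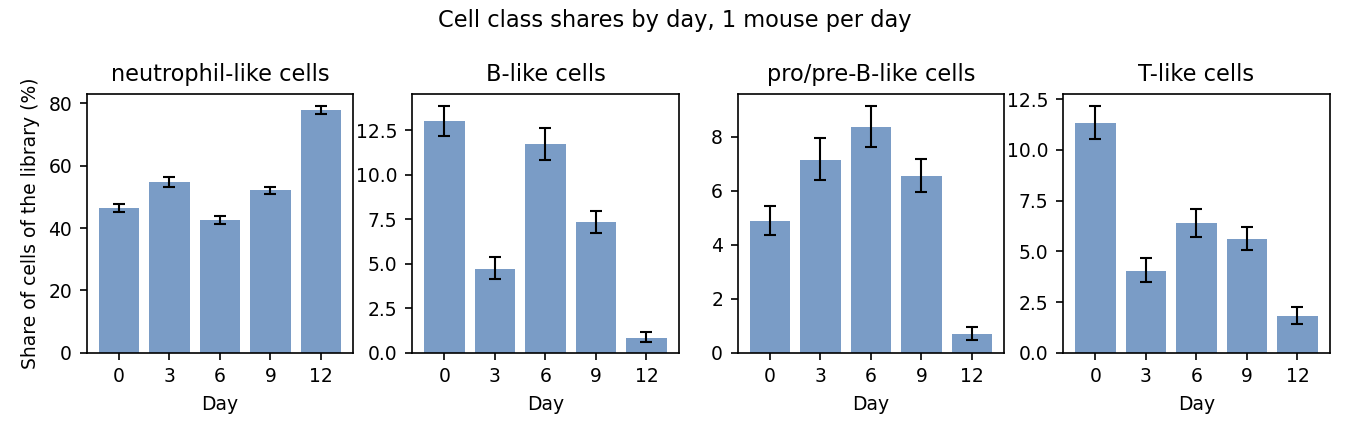
Share of the cells of each library in % (vertical axes) by day (horizontal axes) for neutrophil-like, B-like, pro/pre-B-like and T-like cells, 1 mouse per day, with bars for the share and error bars for the exact binomial 95% interval. B-like cells go from 13.0% at day 0 to 0.837% at day 12 and neutrophil-like cells from 46.5% to 78.0%.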

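The transcripts were measured in GMP-like cells, the progenitor class with enough cells at every day. *Spi1* (ENSMUSG00000002111, chromosome 2 from 91082390 to 91115756), which encodes PU.1, had a UMI in 96.8%, 86.3%, 91.4%, 92.8% and 92.5% of cells from day 0 to day 12 and a logFC of −0.067, 0.0039, −0.079 and −0.21 at the later days. The counting interval at day 12 ran from −0.38 to −0.049, and those of the other days included 0. *Ikzf1* (ENSMUSG00000018654, chromosome 11 from 11685003 to 11772926), which encodes IKAROS, was found in 48.4% of cells at day 0 and had a logFC of 0.065, 0.057, 0.042 and −0.035. *Gata1* (ENSMUSG00000031162, chromosome X from 7959260 to 7978071) was found in 0 of 95 cells at day 0, which allows up to 3.81%, and in 6, 1, 2 and 0 cells later, with a logFC of at most 0.054. *Pax5* (ENSMUSG00000014030, chromosome 4 from 44524757 to 44710487) was found in 2, 0, 3, 5 and 1 cells, with a logFC between −0.011 and 0.015. At so few cells a change in *Gata1* or *Pax5* was not detectable at this depth. Neutrophil-like cells held *Spi1* in 68.2 to 82.4% of cells, as these cells express it, and *Gata1* in at most 0.0822%. Thinning to 1000 UMIs moved *Spi1* most and gave −0.49, −0.28, −0.40 and −0.36, and a pseudocount of 0.1 moved *Gata1* most, to 0.44 at day 3. From the absence of differential expression of these factors in HSPCs, the paper proposes that the leukemia microenvironment may contribute to deregulation of hematopoiesis.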

We further explored the HSPC compartment in our in vivo model. While HSPC suppression has been observed in mice with myeloid malignancy^38,39^, our results display skewing of the LSK compartment in B-ALL. Furthermore, we observed a significant decrease of myeloid progenitors during the late stages of leukemia development and a reduction of MEPs, contributing to the clinical features of anemia and thrombocytopenia that occur during leukemogenesis.

In recent years, emerging evidence supports the concept of leukemia-induced BMM remodeling in myeloid malignancies. We are now also beginning to see this concept evolve in lymphoid malignancies. Additional research to translate the immunophenotypic features of the leukemia microenvironment into therapeutic targets remains imperative. Taken together, our results expand the understanding of the complexity of the immune context and the network of molecular interactions within the bone marrow during B-ALL progression.

## Methods

### Mice and single-cell preparation and sequencing

Eight-week old C57BL/6J mice were purchased from the Animal Research Centre, Perth. Animals were housed under pathogen-free conditions and all studies were approved by the Animal Ethics Committee, Telethon Kids Institute, Perth. Using our previously described non-irradiated immunocompetent BCR-ABL1^+^ B-ALL mouse model, marrow plugs were flushed from femurs and tibias^9^. These long bones were crushed and incubated with 337.5 U/mL collagenase (Worthington Biochemical Corp., Lakewood, NJ, USA) and 40 U/mL DNase I (Sigma-Aldrich, Sydney, NSW, Australia) at 37 °C for 60 min in a shaking water bath. The digested marrow cells and the cells from marrow plugs were pooled together. Bone marrow cells were treated with red blood cell lysis buffer. Cell suspensions were counted using a Countess II FL Automated Cell Counter (Thermo Fisher Scientific, Waltham, MA, USA). For single-cell RNA sequencing experiments, five mice were transplanted with 1000 BCR-ABL1^+^ B-ALL cells via tail vein injection. One mouse was euthanized immediately post-transplantation (Day 0, D0). The remaining animals were euthanized 3 (D3), 6 (D6), 9 (D9), and 12 (D12) days post-transplantation. A BD LSRFortessa X-20 (BD Biosciences, Franklin Lakes, NJ, USA) was used to measure the percentage of leukemia cells in the bone marrow (D0 = 0%, D3 < 0.01%, D6 < 0.01%, D9 = 0.017%, D12 = 4.6%). 10 × 10^6^ cells were cryopreserved in 1 mL of freezing solution (90% fetal calf serum + 10% dimethyl sulfoxide) and the frozen samples were sent to BGI Genomics (Shenzhen, Guangdong, China) for single cell sequencing using the 10× Genomics platform (San Francisco, CA, USA). All experiments were performed in accordance with relevant guidelines and regulations.

### Pre-processing, alignment and clustering of single-cell RNA-Seq samples

Raw sequencing data was processed using the 10× Genomics Cell Ranger pipeline (version 2.1.1) and we set the expected number of recovered cells to 6000. BAM files and Cell Ranger processed data are available at the Gene Expression Omnibus repository under accession number GSE148115. We used *DropletUtils*^40,41^ to infer empty droplets for exclusion for each sample. This method compares each barcodes distribution of counts to the distribution of ambient RNA (i.e. droplets with no cell that may contain small amounts of RNA). If the barcode has a significantly different distribution to the ambient RNA (using Benjamini-Hochberg^42^ corrected *p*-values < 0.01) it is deemed to be a cell-containing droplet. We used *scater*^43^ to calculate quality control metrics for each sample and removed cells with a high proportion of reads mapping to the mitochondrial genome (mean absolute deviation > 3). 

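Empty droplets were inferred again from the deposited counts by a re-implementation of the *DropletUtils* test, with the profile of free RNA taken from barcodes with at most 100 UMIs. It kept 7116, 5282, 5551, 7268 and 5584 barcodes from day 0 to day 12. Of these, 1040, 840, 433, 730 and 1166 had a mitochondrial share more than 3 median absolute deviations above the median of their library. This left 6076, 4442, 5118, 6538 and 4418 cells. The test was run in 4 configurations, and the one reported was settled after its numbers of cells had been seen with the numbers of the study known, so any nearness between the 2 is not independent evidence. In proportion, the alternative that moved the number of cells most was a fitted scaling of the free RNA profile, also chosen after seeing the data, which gave 3168 cells at day 6. The rule of Cell Ranger 2 gave 3964 cells at day 0.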

After filtering we obtained 6079 cells for sample D0; 4405 for sample D3; 5137 for sample D6; 6561 for sample D9 and 4378 for D12.

Filtered data was loaded into Seurat version 2.3.4^44^ and we excluded genes detected in less than 3 cells or with counts of zero across all cells. 

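Genes with a UMI in at least 3 cells of a library numbered 14231, 14456, 14676, 14778 and 13241 from day 0 to day 12. The cells of each library held 28832496, 29853068, 29620753, 34087394 and 23518719 UMIs in total. Cells with fewer than 500 UMIs numbered 159, 163, 204, 192 and 95.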

After filtering there were 14,230 genes for sample D0; 14,454 for sample D3; 14,674 for sample D6; 14,780 for sample D9 and 13,237 for sample D12. We normalized each sample using the NormalizeData() function and implemented the global-scaling log-normalization method with a scale factor of 10,000. The data was scaled using the ScaleData() function and we regressed out the effects of the number of detected molecules per cell and the percentage of reads mapping to the mitochondrial genome. We determined the top 1000 highly variable genes for each sample using the FindVariableGenes() function and removed those that were not found in at least two samples. To identify common sources of variation across our samples we used the RunMultiCCA() function to perform canonical correlation analysis on the highly variable genes. We used the MetageneBicorPlot() function to investigate how many canonical correlation vectors were required to explain the structure in our data and chose vectors 1 to 20. The samples were aligned across the canonical correlation vectors using the AlignSubspace() function which applies dynamic time warping. The RunTSNE() function was used to perform t-distributed Stochastic Neighbor Embedding (t-SNE) dimensionality reduction. Clusters were determined using the FindClusters() function which implements a shared nearest neighbor modularity optimization based clustering algorithm^45^ and we set the resolution parameter to 0.6.

### Cell type classification

*SingleR*^46^ was used to annotate cells with cell type. Cell types are inferred by correlating the gene expression profile of each cell to reference transcriptome datasets of pure cell types. We used reference data generated by the Immunological Genome Project (ImmGen)^47^, which profiled 830 samples of mouse immune cells using microarrays. Basophils, endothelial cells, eosinophils and macrophages were excluded from further analysis because very few cells (less than 5 per sample) were annotated with these cell types. Although the bones were subjected to enzymatic digestion, there were not enough CD45^−^ stromal cells detected for further analysis. To check the biological validity of these annotations we used the Seurat FindConservedMarkers() function to find highly expressed marker genes for each cell type cluster. This function performs pairwise differential expression analysis (using the Wilcoxon rank sum test) of each cell type versus all other cell types and combines the resulting *p*-values using meta-analysis methods. For this analysis we required (1) at least five cells per cell type group, (2) at least 75% of the cells in either group to express the gene, (3) a minimum 50% difference in the percentage of cells expressing the genes between the groups and (4) a minimum two-fold increase in expression. We omitted day 12 from the analysis because many cell types are severely depleted at this time point due to disease progression.

### Differential expression analysis

We performed differential expression analysis for each cell type using the Seurat SubsetData() function to subset the data by cell type and input this cell-type-specific expression to the FindMarkers() function where the Wilcoxon rank sum test was used to test for differences in expression at days 3, 6, 9 and 12 compared to day 0. For this analysis we required (1) at least five cells per time point, (2) at least 10% of the cells at either time point to express the genes and (3) an expression fold change of at least 1.5. We used Bonferroni adjusted *p*-values to determine significantly differentially expressed genes and present natural log fold changes (logFC) in the results. For comparisons where there were at least 20 differentially expressed genes, we performed functional gene set enrichment analysis using Enrichr^48,49^ and we used Benjamini–Hochberg corrected *p*-values when determining significance.

### Intercellular communication networks

Networks were constructed using the approach of Skelly et al.^50^ In particular, we used Table S3 from the publication as our set of 2009 mouse ligand-receptor pairs which were adapted from the human set of ligand-receptor pairs^51^. Similarly to Skelly et al., we required 20% of the cells of each type to express the ligand or receptor for inclusion in our analysis. Intercellular communication networks were constructed by counting links between pairs of cells. A link is formed where a ligand is expressed in one cell type and the corresponding receptor is expressed in another cell type. The R igraph package^52^ was used to plot the networks where the edge width corresponds to the number of links. We determined enrichment of GO Biological Processes 2018 (GO-BP) for all of the expressed ligands and receptors for each cell type at each time point using Enrichr, and significance was determined using Benjamini–Hochberg corrected *p*-values. We plotted significance of GO-BP using the aheatmap() function from the R NMF package^53^.

### RNA velocity

We used velocyto^54^ to estimate the transcription rate and future transcriptional state of cells. This method uses the frequency of unspliced introns to estimate the transcription rate (velocity) of cells. Transcripts with unspliced introns are likely to be recently transcribed, as the presence of introns points to the molecule being a pre-mRNA, rather than a fully processed mRNA. RNA velocity is determined using an inferred steady state model of transcription for each gene, where velocity is the difference between the observed ratio of unspliced to spliced Unique Molecular Identifiers (UMIs) and the expected ratio under the model. For each cell, consideration of velocities across all genes allows estimation of the transcriptional rate and the predicted future state of the cell (typically a few hours into the future). The prebuilt mouse genome annotation file (mm10, version 3.0.0) was downloaded from Cell Ranger (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/advanced/references). Repetitive elements were masked using the mm10 GTF annotation file available on the UCSC genome browser (downloaded 30th October 2019). Velocyto was run on the Cell Ranger filtered feature-barcode matrices for each time point using the run10x command and specifying the aforementioned genome and repetitive elements annotation files. Output files were read into Seurat using the ReadVelocity() function from the SeuratWrappers package (https://github.com/satijalab/seurat-wrappers). The data was normalized using the SCTransform() function and principal component analysis was performed with the runPCA() function. Clusters of cells were identified by constructing a shared nearest neighbor graph using the FindNeighbors() function based on the first 20 principal components, followed by use of the FindClusters() function which implements a shared nearest neighbor modularity optimization based clustering algorithm^45^. Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction was performed using the RunUMAP() function on the first 20 principal components. Estimates of velocity were calculated using the RunVelocity() function from the SeuratWrappers package, using 25 nearest neighbors for slope calculation smoothing and the top 2% quantiles of expression for the gamma fit. Velocity estimates were visualized on the UMAP dimensionality reduction with the show.velocity.on.embedding.cor() function from the veloctyo.R package (https://github.com/velocyto-team/velocyto.R), using a square root velocity scale with a neighborhood size of 100 and 40 grid points on each axis, with a minimal cell mass of 15 around each grid point.

### Quantitative reverse transcription polymerase chain reaction (qRT-PCR) expression analysis

Total RNA was extracted from neutrophils using a RNeasy Mini kit with RNase-free DNase I (Qiagen, Hilden, Germany). cDNA was synthesized using SuperScript VILO Master Mix (Thermo Fisher Scientific, Waltham, MA, USA). Quantitative PCR was performed on an ABI 7900HT thermocycler using Taqman Gene Expression Assays (Thermo Fisher Scientific, Waltham, MA, USA) for mouse *Atf3* (Mm00476033_m1), *Klf2* (Mm00500486_g1), *H3f3b* (Mm00787223_s1), *Fos* (Mm00487425_m1) and *Gapdh* (Mm99999915_g1). Relative expression was calculated using the ΔΔCT method normalized to *Gapdh* levels for each individual sample (n = 4 mice per time point) measured in duplicate.

### Flow cytometry and cell sorting (FACS)

All FACS studies were performed using single-cell suspensions, and cells were stained using standard protocols. Bone marrow cells were treated with red blood cell lysis buffer. Cell suspensions were counted using a Countess II FL Automated Cell Counter (Thermo Fisher Scientific, Waltham, MA, USA). Flow cytometry was performed on a BD LSRFortessa X-20 and FACS on a BD FACSAria III cell sorter. BD Horizon Fixable Viability Stain 700 (BD Biosciences, Franklin Lakes, NJ, USA) was used for exclusion of dead cells. To enumerate subpopulations of hematopoietic stem and progenitor cells (HSPCs) including hematopoietic stem cells (HSCs), short-term HSCs (ST-HSCs), multipotent progenitor (MPP) 2, MPP3, MPP4, common myeloid progenitors (CMPs), granulocyte–macrophage progenitors (GMPs), megakaryocyte-erythroid progenitors (MEPs) and common lymphoid progenitors (CLPs)^27,55,56^, bone marrow cells were stained with biotinylated rat anti-lineage (B220, CD2, CD3, CD4, CD5, CD8a, CD19, Gr-1, Ter119) antibodies followed by streptavidin-PE as well as anti-mouse CD34-FITC, CD48-BV421, CD150-BV711, CD16/32-PerCP-Cy5.5, IL7Rα-PE-Cy7, Flk2-APC, cKit-APC-H7 and Sca1-BV510 antibodies. The mCherry^+^ leukemia cells were excluded from analysis. For purification of neutrophils, anti-mouse CD11b-BV605 and Ly6G-APC-Cy7 antibodies were used. The gating strategy for subpopulations of HSPCs is shown in Supplementary Fig. 18.

### Peripheral blood cell analysis

Approximately 50 μL of blood was collected from each mouse via cardiac puncture and stored in BD Microtainer blood collection tubes (BD Biosciences, Franklin Lakes, NJ, USA). Blood cell counts were performed using a Mindray BC-5000Vet Auto Hematology Analyzer (Mindray, Shenzhen, Guangdong, China).

## Supplementary information

Supplementary Information.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

How the deposited data were processed for this re-analysis (not part of the article)

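Bone marrow of 5 mice, 1 each at day 0 and at 4 later days, was measured by droplet-based single-cell RNA sequencing. The UMI counts were made by the authors with Cell Ranger and are used as deposited, as raw counts per gene and barcode with empty droplets included and no filter or normalization. Spliced counts for RNA velocity, the published table of ligand/receptor pairs and the Enrichr gene sets were not used here, and the flow cytometry and qRT-PCR were not analysed here.

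Empty droplets were told from cells by a re-implementation of emptyDrops in Python 3.11.15, since *DropletUtils* was not available. The profile of free RNA came from barcodes with at most 100 UMIs, 10000 Monte Carlo draws were made, an adjusted p below 0.01 was required and barcodes above the knee were kept. The knee came from a spline fitted in R 4.3.3. The test was run in 4 configurations with the numbers of cells of the paper known. The multinomial configuration with the spline knee was settled after its numbers had been seen, and they are also the closest to the paper. Cells more than 3 median absolute deviations above the median mitochondrial share of their library were removed.

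Counts were scaled to 10000 per cell. Genes among the 1000 most variable in at least 2 libraries, without 44 genes that the text reports, gave 20 principal components. A shared nearest neighbor graph with 20 neighbors was clustered with leidenalg 0.10.2 at a resolution of 0.6, with no alignment between libraries. The progenitor clusters were clustered again as planned, and the T and NK clusters after seeing the data. A cluster was named when at least 3 markers of a type were in 20% of its cells at 2 times the level of other clusters, unless its 10 leading genes held more markers of another type, or held none while its UMIs were few. Clusters with a median number of genes under 0.5 of the median of all clusters were set apart. This scheme was revised after names had been seen. Doublet scores came from Scrublet in scanpy 1.11.5. No cluster was named MDP, so no value is given for it.

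No test was made between days. The logFC used a pseudocount of 1 and genes with a UMI in at least 10% of cells of either library. AP-1 values needed 20 cells in both libraries. Named genes were those the paper names, sex-linked genes and, for pro/pre-B-like cells at day 3, the 5 genes with the largest increase and the 5 with the largest decrease among genes with at least 50 summed counts, and the latter were the AP-1 genes. Gene lists were hand-written, with 42 dissociation genes and 58 MYC targets, and 10 heat-shock genes of the dissociation list were looked at after seeing the data. The median of a list was set beside 10000 random lists matched in 20 bins of mean expression, which describes these libraries only. Links were counted over 209 of 211 hand-written ligand/receptor pairs at 20% of cells. Alternatives changed the droplet rule, mitochondrial limit, doublets, clustering, pseudocount, depth, gene filter and cell numbers.

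The steps were tested on simulated data. Of 400 simulated empty droplets 0.250% were kept. Of 400 simulated droplets of each class made from the day 0 library, 100% of B-like, 100% of T-like and 0% of neutrophil-like droplets were kept. Of 1350 simulated cells 99.3% received their own class. They were drawn from the mean profiles of these same classes, so this tests the steps and not the labels of real cells. In a simulated comparison of 3972 genes, the median error of the logFC over 200 changed genes was 0.0442, and 4 of 100 lists of unchanged genes lay outside the middle 95% of random lists. Genes did not vary together in that simulation, so it does not cover lists of genes that do. Depth and cells per library are given beside the paper's sentences, and 1 mouse per day gives no measure of the differences between mice.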

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

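All tests in this part were chosen after the result was seen, except those for cells of another animal and for a difference in handling.

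In the day 3 library, 124 of the pro/pre-B-like cells formed a group that no other library shared. It stood out by *Xist*, a transcript outside those the paper discusses. The paper describes a sub-population of pro- and pre-B cells with strong RNA velocity at day 3, and since velocity was not analysed here, whether these are the same cells is not known. They were 2.79% (2.33 to 3.32%) of the library, and a count of 0 allows at most 0.0835% in any other. *Xist* was in 33.1% of these cells against 93.8% of the other pro/pre-B-like cells of that day, and in 2.46% against 81.6% at 1000 UMIs per cell. Free RNA in the droplets is argued against, since *Cdkn2a* was in 90.3% of the group and in at most 1.37% of the cells of any other class of day 3. Doublets of 2 ordinary cells are argued against, since the 33.1% with *Xist* lies below every other class of that day, where the lowest share was 54.0%. Greater depth is argued against by the group of nearest depth, with *Cdkn2a* in 4.35% of cells. Transplanted leukemia cells that kept their expression over the days are argued against if the labels are right, since 0 of 5584 barcodes of day 12 held *Cdkn2a* and *Tmem119* together before the mitochondrial filter, an upper limit of 0.0660%. Cells of another animal cannot be told apart. Of the pro/pre-B-like cells of day 3 with *Cdkn2a*, some of which lie outside the group, 39.2% held *Xist*, and no Y-linked UMI was found. In the group itself the share was 33.1%, and free RNA alone would give 52.4%. Exchanged labels of days 3 and 12 cannot be told apart either. The lowest share of B-like cells, 0.837%, was in the library labelled day 12, but no measurement here identifies the libraries. Before the mitochondrial filter that library held 68 pro/pre-B-like and 105 B-like among 5584 barcodes. Together these were a smaller share than the leukemia cells that the paper's flow cytometry gives for day 12. This bears on an exchange but does not decide it, since the class that leukemia cells would receive is not known here. A population grown from 1 cell cannot be told apart from others, with 34.0% (21.5 to 48.3%) of 53 heavy chain variable UMIs from the leading gene against 22.7% of 128 in other cells. T cell receptor gamma transcripts set the group apart. *Trgv2* was in 25.8% of it and in 0 of 1373 other pro/pre-B-like cells of all days, *Tcrg-C2* in 68.5% against 0.364%, and *Rag1* in 7.26% against 32.0%. These genes were chosen after the leading genes of the group had been seen and do not decide whether it grew from 1 cell. Leukemia cells that changed with the days after transplantation were not tested and stay open. The paper's flow cytometry put leukemia cells far below the group's 2.79% at day 3 and above it at day 12. If the labels are right, a leukemia origin is hard to square with that measurement, and if they were exchanged it is not. The flow cytometry was not analysed here, so it does not decide between them. A response of the mouse's own cells would also have to lower *Xist*, and *Igkc*, which was in 51.6% of the group and 78.2% of the other pro/pre-B-like cells of that day although the group was deeper, with a median of 19684 against 2914 UMIs, and it stays open only in that form.

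The second pattern is in genes that respond to tissue dissociation, which the paper does not take up. The genes of the list other than the AP-1 genes had a median logFC of −0.40 in pro/pre-B-like cells at day 3 and lay below random lists in 24 of 24 combinations of class and day up to day 9, with a highest percentile of 1.82. All of these comparisons share the single day 0 library. The paper states that its mouse was killed directly after the transplant, so the injection was recent at that day only. Handling, or the time since injection, that set the day 0 library apart therefore cannot be told apart from a change with the days. The low percentiles do not decide between them. The paper measured *Atf3*, *Klf2* and *H3f3b*, which the list includes, and the AP-1 gene *Fos* by qRT-PCR in neutrophils of 4 mice per time point and gives this as validation of lower expression. Those measurements reach beyond 1 mouse per day, but for these 4 genes and neutrophils only, and were not analysed here. More mice do not by themselves separate a difference shared by all day 0 mice from a change with the days. Free RNA in the day 0 library is argued against as the whole cause of the lower AP-1 counts in pro/pre-B-like and NK-like cells at days 3, 6 and 9, in B-like cells at days 3 and 6 and in T-like cells at day 3. By the highest estimate it would leave 77.1%, 88.9%, 60.9% and 74.3% of the AP-1 level of day 0 in pro/pre-B-like, NK-like, B-like and T-like cells. The upper limits of what was left were 62.8% or less in the first 2 classes, 58.3% or less in B-like cells at days 3 and 6 and 68.7% in T-like cells at day 3. They were 61.5% in B-like cells at day 9 and up to 78.2% in T-like cells at days 6 and 9, where free RNA and a change with the days cannot be told apart. Free RNA was not tested for the other genes of the list or in myeloid classes. A stress response at day 0 that includes heat-shock genes cannot be told apart either. In dendritic-like cells 3 of 3 heat-shock values lay below random lists, a class singled out after its values were seen. In the other classes 1 of 21 lay below and 5 above, with 6 to 8 genes each. The day of each library is also its handling, so a change with the days after transplantation stays open and was not tested apart from it.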

How the results depend on the processing

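No paired analysis was possible because each day is 1 mouse and no animal was sampled more than 1 time. The measure for each result, most of the alternatives and the rule for naming genes were set before the data were examined. The configuration of the droplet test, the final scheme for naming clusters and the second clustering of T and NK cells were settled after seeing the data. The alternatives of the droplet test, the single mitochondrial limit, the removal of high doublet scores, a finer second clustering, the removal of the 124 cells found in the day 3 library alone and thinning to the median depth of the shallowest library were chosen after seeing the data, and no alternative is chosen because it comes closer to the paper. The alternative that removes doublets called by Scrublet was not run, because the automatic threshold called between 0.0153% and 2.72% of cells as doublets.

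Some results kept their direction under each alternative that gave a value. The AP-1 median in pro/pre-B-like cells stayed negative in all 25 values at days 3 to 9 and all 6 at day 12. The logFC of *Neat1* in GMP-like cells stayed negative at days 3, 6 and 9, from −1.11 to −0.53, although no GMP-like cluster was named at day 6 when each library was clustered by itself, so that no value exists there. From day 0 to day 12 the share of B-like cells changed by −15.3 to −9.56 points, of neutrophil-like cells by 15.3 to 44.6, of T-like cells by −12.5 to −5.04 and of pro/pre-B-like cells by −5.42 to −1.93. The logFC at day 3 in pro/pre-B-like cells stayed positive, from 0.043 to 2.31 for *Cdkn2a* and from 0.043 to 2.13 for *Tmem119*. Both values of 0.043 came from leaving out the 124 cells of day 3 that grouped apart, so the increase rests mainly on that group. The counting interval of *Tmem119* then included 0. Among the values that answer a comparison, 110 stayed the same, 125 moved and 14 reversed under the alternatives set in advance, and 50, 26 and 7 did so under those added later. Among the other values the counts were 215, 82 and 1, and 42, 11 and 3. The limit for counting a value as moved is not stated here, so these counts are descriptive only. Values of the first kind that moved follow, with those that reversed, and where no reason is given the cause was not tested. For values with a counting interval, a change of sign was counted as a reversal only where that interval excluded 0. So *Neat1* in GMP-like cells at day 12 is not among them, with a logFC of 0.079 that became −0.27 with all barcodes of at least 500 UMIs kept, −0.077 at a clustering resolution of 1.2 and −0.011 when each library was clustered by itself. Nor is *Spi1* at day 6, which went from 0.0039 to −0.28 in cells thinned to 1000 UMIs. For shares of cells only the difference between days 12 and 0 was taken under each alternative, and the neutrophil-like share of day 6 went from 42.6%, below day 0, to 52.9%, above it, with all barcodes of at least 500 UMIs kept.

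Without the mitochondrial filter, the difference in the B-like share between days 12 and 0 was −10.01 points, the difference in the neutrophil-like share between days 12 and 0 was 23.3 points and the AP-1 median in pro/pre-B-like cells was −1.15 and −0.24 at days 3 and 12. With this, the median over genes in dendritic-like cells was −0.0060 and −0.0074 at days 3 and 6, the median over genes in monocyte-like cells was 0.015, 0.013 and 0.0093 at days 3, 6 and 9 and the median over genes in neutrophil-like cells was 0.029 and 0.035 at days 3 and 6. In addition, the median over genes in GMP-like cells was 0.014 and 0.0092 at days 3 and 9. With all barcodes of at least 500 UMIs kept, the difference in the neutrophil-like share between days 12 and 0 was 37.6 points, the logFC of *Cdkn2a* in pro/pre-B-like cells was 0.59 at day 3 and the median over genes in monocyte-like cells was 0.012, 0.014 and 0.0082 at days 3, 6 and 9. There, the median over genes in neutrophil-like cells was 0.027, 0.037 and 0.035 at days 3, 6 and 9 and the median over genes in GMP-like cells was 0.0093, 0.014 and 0.010 at days 3, 6 and 9. Under the Cell Ranger 2 rule, the number of cells was 3964 at day 0. At a clustering resolution of 1.2, the AP-1 median in pro/pre-B-like cells was −0.86 at day 9, the logFC of *Cdkn2a* in pro/pre-B-like cells was 0.82 at day 3 and the logFC of *Tmem119* in pro/pre-B-like cells was 0.71 at day 3. Beyond this, the logFC of *Neat1* in GMP-like cells was −0.89 at day 6, the median over genes in monocyte-like cells was 0.013, 0.015 and 0.011 at days 3, 6 and 9 and the median over genes in neutrophil-like cells was 0.024 at day 3. With this, the median over genes in GMP-like cells was 0.011 and 0.0088 at days 3 and 9, the median over genes in pro/pre-B-like cells was −0.013 at day 3 and the share of pro/pre-B-like cells with *Xist* was 60.7% at day 3. When each library was clustered by itself, the AP-1 median in pro/pre-B-like cells was −1.48 and −1.14 at days 3 and 9, the logFC of *Cdkn2a* in pro/pre-B-like cells was 0.83 at day 3 and the logFC of *Tmem119* in pro/pre-B-like cells was 0.73 at day 3. In addition, the logFC of *Neat1* in GMP-like cells was −0.53 at day 3, the median over genes in dendritic-like cells was −0.0062, −0.0069 and −0.017 at days 3, 6 and 9 and the median over genes in monocyte-like cells was 0.013, 0.013 and 0.015 at days 3, 6 and 9. There, the median over genes in neutrophil-like cells was 0.017 at day 3, the median over genes in GMP-like cells was 0.018 and 0.0058 at days 3 and 9 and the median over genes in pro/pre-B-like cells was −0.014 at day 3. Under the same choice, the share of pro/pre-B-like cells with *Xist* was 61.5% at day 3. Using a pseudocount of 0.1, the AP-1 median in pro/pre-B-like cells was −1.50 and −0.91 at days 3 and 6, the logFC of *Cdkn2a* in pro/pre-B-like cells was 2.31 at day 3 and the logFC of *Tmem119* in pro/pre-B-like cells was 2.13 at day 3. For the other results, the logFC of *Neat1* in GMP-like cells was −1.08, −1.02 and −1.11 at days 3, 6 and 9, the median over genes in dendritic-like cells was −0.0080 and −0.025 at days 6 and 9 and the median over genes in monocyte-like cells was 0.017, 0.019 and 0.0055 at days 3, 6 and 9. Beyond this, the median over genes in neutrophil-like cells was 0.058, 0.084 and 0.067 at days 3, 6 and 9, the median over genes in GMP-like cells was 0.046, 0.059 and 0.047 at days 3, 6 and 9 and the median over genes in pro/pre-B-like cells was −0.023 at day 3. From summed counts in place of means over cells, the AP-1 median in pro/pre-B-like cells was −1.08 and −0.52 at days 3 and 6, the logFC of *Cdkn2a* in pro/pre-B-like cells was 0.96 at day 3 and the logFC of *Tmem119* in pro/pre-B-like cells was 0.83 at day 3. With this, the median over genes in monocyte-like cells was 0.0091 and 0.010 at days 3 and 6, the median over genes in neutrophil-like cells was 0.027, 0.037 and 0.041 at days 3, 6 and 9 and the median over genes in GMP-like cells was 0.015 at day 3. In addition, the median over genes in pro/pre-B-like cells was −0.020 at day 3. In cells thinned to 1000 UMIs, the logFC of *Neat1* in GMP-like cells was −0.92 at day 3, the median over genes in dendritic-like cells was −0.019, −0.030 and −0.044 at days 3, 6 and 9 and the median over genes in monocyte-like cells was −0.0049, −0.0090 and −0.017 at days 3, 6 and 9. There, the median over genes in neutrophil-like cells was 0.044, 0.054 and 0.043 at days 3, 6 and 9, the median over genes in GMP-like cells was −0.033, −0.0065 and −0.049 at days 3, 6 and 9 and the median over genes in pro/pre-B-like cells was −0.022 at day 3. Under the same choice, the difference from day 0 in genes of monocyte-like cells was −14 at day 3, the difference from day 0 in genes of GMP-like cells was −68 at day 3 and the difference from day 0 in links of monocyte-like with all classes was 2, 2, 1 and 11 at days 3, 6, 9 and 12. For the other results, the difference from day 0 in links of monocyte-like with ST-HSC & MLP was 0, 0, 0 and −1 at days 3, 6, 9 and 12, the difference from day 0 in links of ST-HSC & MLP-like with all classes was 9 at day 6 and the difference from day 0 in links of GMP-like with all classes was 2 and 3 at days 3 and 6. In cells thinned to 500 UMIs, the difference from day 0 in genes of monocyte-like cells was −7 at day 3 and the difference from day 0 in genes of GMP-like cells was −35 at day 3. At that depth monocyte-like cells had 4, 4, 3, 7 and 4 links with all classes from day 0 to day 12. ST-HSC & MLP-like cells had 4, 1, 1, 5 and 3 and GMP-like cells 6, 5, 6, 9 and 6. Over genes with at least 10 summed counts, the median over genes in dendritic-like cells was 0.0025, 0.0062 and 0.0022 at days 3, 6 and 9, the median over genes in monocyte-like cells was 0.0024 and 0.0038 at days 3 and 6 and the median over genes in neutrophil-like cells was 0.0025, 0.0051 and 0.0035 at days 3, 6 and 9. Beyond this, the median over genes in GMP-like cells was 0.0093, 0.012 and 0.010 at days 3, 6 and 9. Over genes found in at least 25% of cells, the median over genes in dendritic-like cells was −0.012 and −0.027 at days 6 and 9, the median over genes in monocyte-like cells was 0.0039, 0.0018 and −0.0090 at days 3, 6 and 9 and the median over genes in neutrophil-like cells was 0.041, 0.048 and 0.041 at days 3, 6 and 9. With this, the median over genes in GMP-like cells was 0.0097 and 0.0047 at days 3 and 9 and the median over genes in pro/pre-B-like cells was −0.00088 at day 3. For links at 10% of cells, the difference from day 0 in links of monocyte-like with all classes was 153 and 154 at days 3 and 12, the difference from day 0 in links of monocyte-like with ST-HSC & MLP was −14 at day 9 and the difference from day 0 in links of ST-HSC & MLP-like with all classes was −39 at day 9. In addition, the difference from day 0 in links of GMP-like with all classes was 202 at day 3. Drawing equal numbers of cells, the difference from day 0 in links of monocyte-like with ST-HSC & MLP was 11.5 at day 3.

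Of the alternatives added later, the following moved a value. With a fitted scaling of the free RNA profile, the number of cells was 3168 at day 6, the difference in the B-like share between days 12 and 0 was −15.3 points and the difference in the neutrophil-like share between days 12 and 0 was 44.6 points. A knee placed by a straight line gave other shares, and the difference in the B-like share between days 12 and 0 was −9.56 points and the difference in the neutrophil-like share between days 12 and 0 was 15.3 points. When that knee was joined with the fitted scaling, the difference in the neutrophil-like share between days 12 and 0 was 26.3 points. For a single mitochondrial limit of 10%, the difference in the neutrophil-like share between days 12 and 0 was 25.4 points. After removal of the 5% of cells with the highest Scrublet scores, the logFC of *Cdkn2a* in pro/pre-B-like cells was 0.70 at day 3, the median over genes in dendritic-like cells was −0.016 at day 9 and the median over genes in monocyte-like cells was 0.011, 0.013 and 0.010 at days 3, 6 and 9. Under the same choice, the median over genes in neutrophil-like cells was 0.024 and 0.029 at days 3 and 9 and the median over genes in GMP-like cells was 0.014 at day 3. Leaving out the 124 cells found in the day 3 library alone, the AP-1 median in pro/pre-B-like cells was −1.05 at day 3, the logFC of *Cdkn2a* in pro/pre-B-like cells was 0.043 at day 3 and the logFC of *Tmem119* in pro/pre-B-like cells was 0.043 at day 3. For the other results, the median over genes in pro/pre-B-like cells was 0.00039 at day 3, the share of pro/pre-B-like cells with *Xist* was 93.8% at day 3 and the percentile of the MYC list was 19.0 at day 3. With the median depth of each class matched to its shallowest library, the difference from day 0 in genes of monocyte-like cells was −18 at day 3, the difference from day 0 in links of monocyte-like with all classes was −33, 31, 13 and 31 at days 3, 6, 9 and 12 and the difference from day 0 in links of monocyte-like with ST-HSC & MLP was −11, 1, −4 and −1 at days 3, 6, 9 and 12. There, the difference from day 0 in links of ST-HSC & MLP-like with all classes was −46, 34, −3 and −4 at days 3, 6, 9 and 12 and the difference from day 0 in links of GMP-like with all classes was −11 and 74 at days 3 and 6.

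Depth limits these results. Thinning to 1000 UMIs leaves few genes in 20% of cells, so links at that depth are few by construction. Logarithms with a pseudocount of 0.1 are larger by construction. The droplet test is one-sided and kept 0% of simulated neutrophil-like droplets of the day 0 library with 400 to 1500 UMIs and 100% of B-like ones, and the other libraries were not simulated. Placing the knee by a straight line changed the barcodes kept from 7116 to 7131 at day 0 and from 5551 to 5557 at day 6, but from 7268 to 6102 at day 9 and from 5584 to 4188 at day 12. The naming of clusters was revised after the names had been seen.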

Differences from the paper's values

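None of the 20 values of cells, genes and logFC that the paper states and that were computed again differs by the measure used here. For logFC the measure was counting error. For cells and genes it was wide, and at day 0 it also passed the 7116 cells without the mitochondrial filter against the paper's 6079. Nearness in cells and genes is also not independent, as the configuration of the droplet test was settled after its numbers had been seen. The statements below differ in direction or rank, except the first, where signs are set beside a statement that rests on significance.

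In a passage on significant reductions, the paper names pro- and pre-B cells as the only cell type with all AP-1 genes lower over time. Significance was not tested here, so signs alone are compared. Here all 5 genes were also lower at every later day in monocyte-like, neutrophil-like and GMP-like cells, with medians of −0.23, −0.31 and −0.18 at day 12. In GMP-like cells at day 12, 3 of the 5 were lower beyond counting error. The paper describes a higher proportion of neutrophils during leukemia, and the share at day 6 was 42.6% against 46.5% at day 0, while the other later days were higher. With all barcodes of at least 500 UMIs kept, day 6 was higher, at 52.9% against 49.0%. The paper describes monocytes and HSPCs as most communicative, with the largest changes. At 1000 UMIs per cell, GMP-like and ST-HSC & MLP-like cells had the fewest links of all classes at day 0, with 18 and 10. Here links rose most from 239 at day 0 to 431 at day 12 in dendritic-like cells, with 9 cells then, and from 127 to 283 at day 3 in pro/pre-B-like cells. Monocyte-like links went at most from 362 to 488. With matched median depth these values were 226 and 317, 124 and 106, and 360 and 391. The paper places the increase in communication of ST-HSC & MLP mainly at day 6, and day 12, which rests on 8 cells, had 369 links against 359. When equal numbers of cells were drawn, an alternative set in advance, day 6 was highest, with 391.5 against 369, and with matched median depth, a setting chosen after seeing the values, it was also highest, with 282 against 244. Under the other alternatives set in advance it was not, with 737 at day 6 against 838 at day 12 at 10% of cells. At 1000 UMIs per cell both days had 19. At 500 UMIs per cell there were 4, 1, 1, 5 and 3 links from day 0 to day 12. For GMP, whose increase the paper places at days 3 and 6, day 12 had 453 links, as many as day 6 and more than the 419 of day 3. When equal numbers of cells were drawn, as set in advance, day 6 was highest, with 460.5 links against 454 at day 12 and 438 at day 3, and with matched median depth, chosen after seeing the values, it was highest with 411 against 363 and 326. Day 12 was highest at 10% of cells, with 909 against 790 at day 6 and 860 at day 3, and at 1000 UMIs per cell, with 24 against 21 and 20. At 500 UMIs per cell GMP-like cells had 6, 5, 6, 9 and 6 links from day 0 to day 12, so that day 9 was highest.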

Other observations

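All tests in this part were chosen after the result was seen.

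The 3 genes that the study measured by qRT-PCR besides *Fos* were lower in neutrophil-like cells at every later day. From day 3 to day 12 the logFC was −0.47, −0.49, −0.48 and −0.34 for *Atf3*, −0.87, −0.93, −0.94 and −0.50 for *Klf2* and −0.51, −0.46, −0.56 and −0.38 for *H3f3b*.

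More links of monocyte-like cells after day 0 could come from fewer UMIs per cell at day 0. At day 3 the difference of −33 with the median depth of each class matched to its shallowest library is in line with this. At days 6, 9 and 12 the smallest difference with matched median depth was 13, so depth and a change with the days after transplantation cannot be told apart there.

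Fewer B-like cells at day 12 could come from the mitochondrial limit of that library. This is argued against as the whole cause, since a single limit gave 2.10% at day 12 against 13.3% at day 0. Cell loss before sequencing and a biological loss with the days after transplantation were not tested and stay open.

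Higher MYC target transcripts in pro/pre-B-like cells at day 3 could come from the 124 cells found in that library alone. The percentile of 19.0 without these cells is consistent with this. For the genes that the study lists as higher at day 3 the same explanation cannot be told apart, because the genes were chosen for the pattern, and their median without these cells was 0.18. Whether either changed with the days after transplantation was not tested.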
